# FAK regulates IL-33 expression by controlling chromatin accessibility at c-Jun motifs

**DOI:** 10.1038/s41598-020-80111-9

**Published:** 2021-01-08

**Authors:** Billie G. C. Griffith, Rosanna Upstill-Goddard, Holly Brunton, Graeme R. Grimes, Andrew V. Biankin, Bryan Serrels, Adam Byron, Margaret C. Frame

**Keywords:** Gene regulation, Genomics

## Abstract

Focal adhesion kinase (FAK) localizes to focal adhesions and is overexpressed in many cancers. FAK can also translocate to the nucleus, where it binds to, and regulates, several transcription factors, including MBD2, p53 and IL-33, to control gene expression by unknown mechanisms. We have used ATAC-seq to reveal that FAK controls chromatin accessibility at a subset of regulated genes. Integration of ATAC-seq and RNA-seq data showed that FAK-dependent chromatin accessibility is linked to differential gene expression, including of the FAK-regulated cytokine and transcriptional regulator interleukin-33 (*Il33*), which controls anti-tumor immunity. Analysis of the accessibility peaks on the *Il33* gene promoter/enhancer regions revealed sequences for several transcription factors, including ETS and AP-1 motifs, and we show that c-Jun, a component of AP-1, regulates *Il33* gene expression by binding to its enhancer in a FAK kinase-dependent manner. This work provides the first demonstration that FAK controls transcription via chromatin accessibility, identifying a novel mechanism by which nuclear FAK regulates biologically important gene expression.

## Introduction

Focal adhesion kinase (FAK) is a non-receptor tyrosine kinase that is overexpressed in many cancers, including squamous cell carcinoma (SCC)^1^, breast, colorectal^2^ and pancreatic cancer^3^. In addition to well-known localization at integrin-mediated cell–matrix adhesion sites (focal adhesions), FAK can localize to the nucleus, where it binds a number of transcription factors, including p53^4^, Gata4^5^ and Runx1^6^, to regulate the expression of *Cdkn1a* (which encodes p21), *Vcam1* and *Igfbp3*, respectively. By binding to these transcription factors, FAK has been linked to cancer-associated processes such as inflammation^5^, proliferation^6^ and survival^4^.

Our previous work demonstrated that, in mutant H-Ras-driven murine SCC cells, nuclear FAK controls expression of cytokines and chemokines, for example *Ccl5*, to drive recruitment of regulatory T cells into the tumor microenvironment, resulting in suppression of the antitumor CD8^+^ T cell response and escape from anti-tumor immunity^7^. FAK regulates biologically important chemokines via its kinase activity and adaptor functions in the nucleus; briefly, nuclear FAK interacts with many transcription factors and accessory proteins in a gene expression-regulatory network^7^. Crucially, this includes the pro-inflammatory cytokine IL-33 that can either be found in the nucleus or be released from cells that are damaged or dying (alarmin)^8^. In SCC cells however, IL-33 is not secreted, but instead is translocated to the nucleus and functions there; in turn, nuclear IL-33 drives expression of immunosuppressive chemokines, such as *Ccl5* and *Cxcl10*, and we showed that IL-33 functions exclusively downstream of FAK in promoting pro-inflammatory gene expression and tumor growth^9^. However, the mechanisms by which FAK activity controls *Il33* gene expression are not understood, and this important extension of previous work is investigated here.

Our previous findings have suggested that FAK is present in the chromatin fraction and interacts with chromatin modifiers in the nucleus^7^. Therefore, we wanted to investigate whether FAK controls genome-wide chromatin accessibility changes and if these chromatin changes contribute to FAK-dependent gene expression, which to our knowledge has never been explored. To understand potential molecular mechanisms by which FAK regulates expression of genes like *Il33*, we examined FAK-dependent chromatin accessibility changes and transcription factor motif enrichment across the genome using ATAC-seq and integrated those data with RNA-seq. This revealed that FAK regulates chromatin accessibility of a subset of genes, and a number of these were differentially expressed in a FAK- and FAK kinase-dependent manner, including the previously identified FAK downstream effector *Il33*. Motif-enrichment analysis indicated that there was enrichment of sequence motifs known to bind ETS and c-Jun/AP-1 transcription factor family members on the *Il33* promoter and enhancer regions which are affected by FAK. Validation experiments confirmed that c-Jun is a key regulator of IL-33 expression in SCC cells by binding to the *Il33* enhancer, and that FAK’s kinase activity is important for regulating chromatin accessibility at this site. Analysis of genome-wide motif enrichment indicated that FAK likely regulates many more transcription factors beyond those already reported. Taken together, our data suggest that FAK is a common regulator of gene expression via modulating transcription factor binding to biologically relevant target gene promoters/enhancers by controlling chromatin accessibility, such as we demonstrate here using *Il33* as an exemplar. In turn, FAK-dependent gene expression changes, including *Il33*, are critically associated with cancer-associated phenotypes^7,9^. This is the first demonstration of how nuclear FAK can contribute to gene expression, and we report a new activity in the nucleus for a classical adhesion protein.

## Results

### FAK regulates transcription factor motif accessibility across the genome

FAK does not contain a DNA binding sequence and therefore likely regulates transcription indirectly, potentially through interactions with transcription factors and co-factors. To identify which transcription factors may be candidate mediators of FAK-dependent gene expression, we used ATAC-seq to analyze active (accessible) chromatin in FAK-deficient SCC cells or cells expressing different FAK mutant proteins. Specifically, we compared SCC cells in which FAK had been depleted by *Cre*-lox-mediated *Ptk2* (which encodes FAK) gene deletion (*FAK*^−/−^ cells) with the same cells re-expressing wild-type FAK (FAK-WT-expressing cells) or FAK mutants that were impaired in nuclear localization (FAK-nls-expressing cells) or deficient in kinase activity (FAK-kd-expressing cells) (cell lines generated previously^7,10^). These permitted the identification of FAK-dependent, FAK nuclear localization-dependent and FAK kinase-dependent alterations in chromatin accessibility and transcription factor motif enrichment in accessible regions of chromatin across the genome.

Chromatin accessibility analysis of ATAC-seq data detected 20,000–60,000 peaks (accessible regions) per sample (Supplementary Fig. S1A; see Supplementary Table S1 for further details of ATAC-seq statistics). The standard peak number in ATAC-seq experiments can vary depending on cell type, species, context and variations in the ATAC-seq protocol. Importantly, the peak number reported in our study is in the medium-to-high range for an ATAC-seq experiment performed in mouse cells (see additional file 2 in^11^).

The majority of peaks in FAK-WT-, FAK-nls-, FAK-kd-expressing as well as *FAK*^−/−^ cell lines were located 0–100 kb from the transcriptional start sites (TSS) (Supplementary Fig. S1B). The distance of ATAC-seq peaks from the TSS suggests that the accessible regions were predominantly located in likely enhancer^12^ and promoter^13^ regions.

We identified differentially accessible gene regions using the DiffBind package^14^. Differential peak calling was performed for each pairwise comparison for which FAK-WT samples were compared with each of the FAK knockout (*FAK*^−/−^) and FAK mutant (FAK-nls- and FAK-kd-expressing) cell lines. From this analysis, it was apparent that a subset of genes are regulated by FAK-dependent changes in chromatin accessibility (discussed further below).

We next analyzed the transcription factor motif sequences present in FAK-dependent differentially accessible peaks (hereafter termed motif-enrichment analysis). Motif-enrichment analysis allowed us to predict which transcription factors were regulating genes across the genome by analyzing the motif sequences in ATAC-seq peaks. We used the HOMER tool^15^ to identify motif binding sites (i.e. genomic regions that match known transcription factor motifs) in the differentially accessible peaks identified by DiffBind analysis. Motifs in FAK-WT-enriched peaks were statistically compared to all the motifs identified in peaks called in the FAK-nls-, FAK-kd-expressing or *FAK*^−/−^ cells. This was expressed as a proportion of target sequences containing that motif (motifs in peaks enriched in FAK-WT-expressing cells) compared to the proportion of background sequences containing that motif (all motifs identified in the respective comparison, i.e. FAK-nls-, FAK-kd-expressing or *FAK*^−/−^ cells). This analysis detected multiple statistically significant changes in motif enrichment in differentially accessible peaks from FAK-WT vs FAK-deficient (*FAK*^−/−^) SCC cells (196 transcription factor motifs), FAK-WT- vs FAK-kd-expressing SCC cells (118 transcription factor motifs) and FAK-WT vs FAK-nls-expressing SCC cells (205 transcription factor motifs) (Benjamini–Hochberg-corrected *P* ≤ 0.05) (Supplementary Data S1). Importantly, the number of motifs identified in the ATAC-seq peaks were similar to those in previous published ATAC-seq datasets (see supplementary file 9 in^16^). These findings suggest that FAK regulates transcription factor motif enrichment in accessible regions of chromatin across the SCC genome.

In the motif-enrichment analyses of FAK-WT-expressing cells vs *FAK*^−/−^ cells and FAK-WT- vs FAK-nls-expressing cells, the two most highly enriched transcription factor motifs were for Jun-AP-1 and Fosl2 (all Benjamini–Hochberg-corrected *P* = 0), which exhibited an almost two-fold enrichment in motifs in the target (% target, FAK-WT-expressing cells) compared to the motifs identified in the background (% background, *FAK*^−/−^ cells or FAK-nls-expressing cells) (Fig. 1A). The top two hits in the motif-enrichment analysis of FAK-WT- vs FAK-kd-expressing cells were motifs for Ets1 and Etv1 (all Benjamini–Hochberg-corrected *P* = 0), which likewise revealed a two-fold enrichment in these motifs in the target (% target, FAK-WT-expressing cells) compared to the background motifs (% background, FAK-kd-expressing cells) (Fig. 1A). These data imply that FAK and specific FAK functions (kinase activity and nuclear localization) robustly regulate enrichment of particular AP-1 and ETS motifs within accessible chromatin regions in SCC cells.

**Figure 1:**
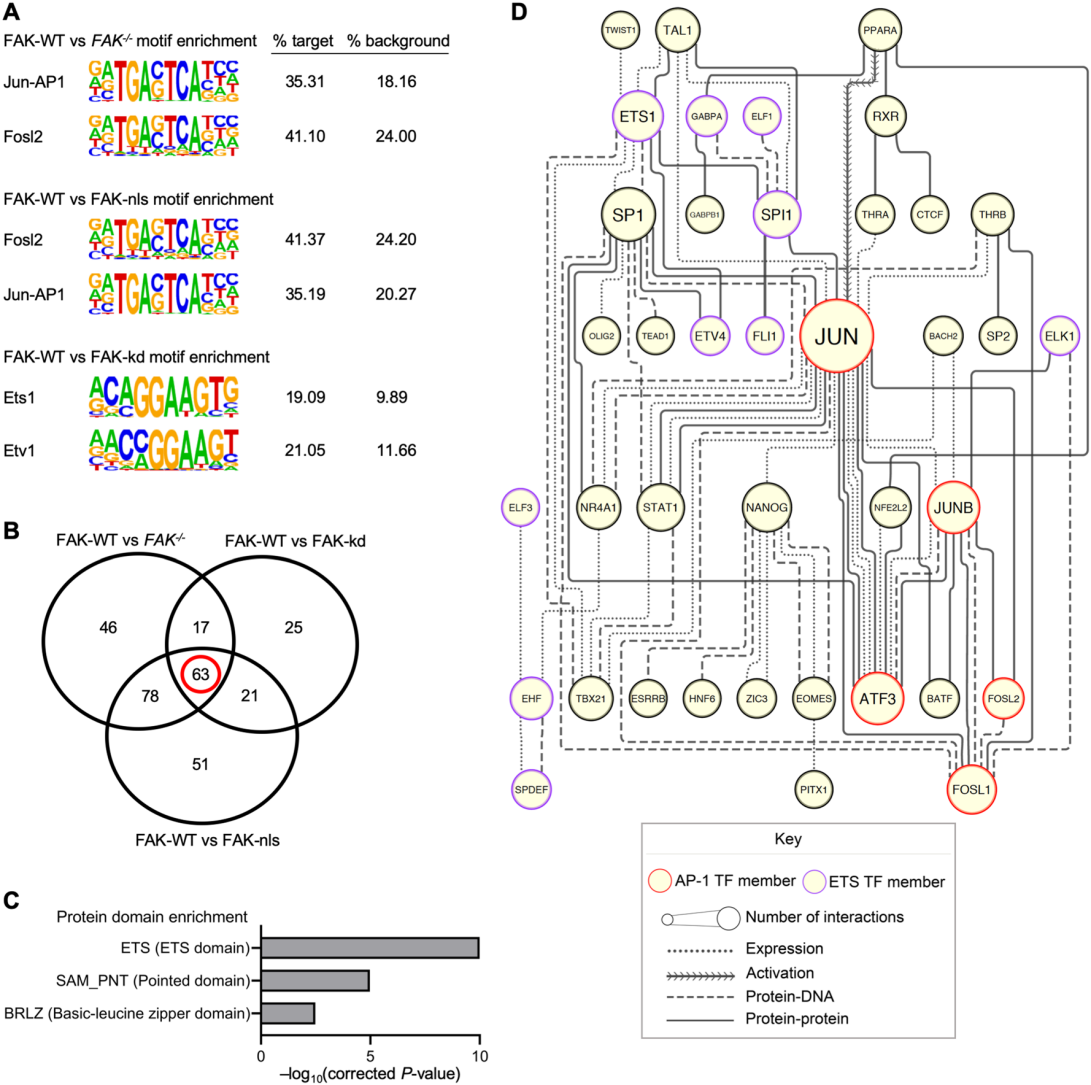
FAK regulates AP-1 and ETS motifs in accessible regions of chromatin. (**A**) The top two transcription factor motifs enriched in the FAK-WT-expressing vs *FAK*^−/−^ SCC cells (upper panel), FAK-WT- vs FAK-nls-expressing SCC cells (middle panel) and FAK-WT- vs FAK-kd-expressing SCC cells (lower panel) motif-enrichment analyses. Motifs in FAK-WT-enriched peaks (% target) were compared to all the motifs identified in peaks called in either the FAK-nls-expressing cells, FAK-kd-expressing cells or *FAK*^−/−^ cells (% background). The name of the transcription factor motifs are reported next to the consensus sequence (images from HOMER^15^ published under a CC BY open access license), followed by the proportion of target sequences with that motif (% target) and the proportion of background sequences with that motif (% background). *P* ≤ 1 × 10^−31^ and *q* = 0 for all motifs shown. (**B**) Motif-enrichment data for FAK-WT-expressing cells vs *FAK*^−/−^ cells, FAK-nls-expressing cells or FAK-kd-expressing cells were filtered by set analysis to identify transcription factors enriched in FAK-WT-expressing cells but not enriched in *FAK*^−/−^, FAK-nls and FAK-kd motif-enrichment analyses (intersection set, red circle). (**C**) Protein domain-enrichment analysis of transcription factors associated with motifs that are enriched in FAK-WT-expressing cells. The full FAK-WT-expressing cells vs *FAK*^−/−^ cells motif-enrichment analysis (transcription factors predicted from both significant and non-significant motifs) was used as the background list. All terms with Benjamini–Hochberg-corrected *P* ≤ 0.05 are displayed (− log_10_-transformed corrected *P*-values are shown). The full domain name is reported in parentheses next to the corresponding SMART domain term. (**D**) Transcription factors that have enriched motifs in FAK-WT-expressing cells (intersection set in **B**, red circle) were used to construct a functional association network using Ingenuity Pathway Analysis. Only direct, mammalian interactions are shown. Edge (line) style represents type of physical or functional connection. Node (circle) size indicates the connectivity of the node (number of associations that node has within the network). Node borders for transcription factors from the AP-1 family are red and for the ETS transcription factors are purple. The network was structured using the yFiles hierarchical layout algorithm. *n* = 2 biological replicates.

We used set analysis to identify FAK-dependent transcription factors motif sequences in the ATAC-seq peaks (Supplementary Data S1). This analysis revealed enrichment of transcription factor motifs controlled by specific FAK functions (scaffolding, nuclear-localization and kinase activity). For example, in the FAK-WT vs *FAK*^−/−^ motif-enrichment analysis, there was enrichment of motifs known to primarily bind p53, which were not enriched in the FAK-WT vs FAK-nls or FAK-WT vs FAK-kd analyses (Supplementary Data S1), suggesting that FAK scaffolding functions may regulate exposure of p53 binding motifs. To establish the most relevant transcription factors responsible for FAK-WT-dependent gene expression, we filtered the transcription factors known to bind to FAK-regulated motifs that were only enriched in the FAK-WT-expressing cells when compared to *FAK*^−/−^ cells, FAK-nls-expressing cells and FAK-kd-expressing cells (63 transcription factor motifs; Fig. 1B and worksheet 4 in Supplementary Data S1).

To identify which transcription factors may regulate gene expression in the FAK-WT-expressing cells, we performed protein domain-enrichment analysis on the set of transcription factors known to bind FAK-regulated motifs (Fig. 1C). This analysis indicated that there was an over-representation of transcription factors known to bind motifs containing ETS (term SM00413:ETS, Benjamini–Hochberg-corrected *P* = 1.02 × 10^−10^) and PNT domains (term SM00251:SAM_PNT, Benjamini–Hochberg-corrected *P* = 1.06 × 10^−5^; Fig. 1C), including the ETS transcription factor family members Fli1, Elf3, Elf5, Gabpa, Spdef, Erg, Ehf and Ets1. Furthermore, there was also an enrichment for transcription factors known to bind motifs that contain basic-leucine zipper domains (term SM00338:BRLZ, Benjamini–Hochberg-corrected *P* = 0.0033; Fig. 1C), including members of the AP-1 family, such as c-Jun, JunB, Fosl1, Fosl2 and Atf3. Thus, our analyses revealed FAK-dependent enrichment of a set of sequence motifs known to bind AP-1 and ETS transcription factors.

To understand better the likely transcription factors responsible for FAK-dependent gene expression, we performed interactome analysis to determine putative connections between transcription factors known to associate with FAK-regulated motifs. We reasoned that transcription factors with exposed motifs in FAK-WT-expressing cells that have a large number of functional associations with other predicted transcription factors are more likely to be important mediators of FAK-dependent transcription. We constructed a functional association network, incorporating curated protein–protein and protein-DNA interactions, of the transcription factors whose motifs were enriched in FAK-WT-expressing cells (Fig. 1D). The network analysis revealed that transcription factors known to bind FAK-regulated motifs have a large number of connections with other transcription factors known to bind FAK-regulated motifs (Fig. 1D). The most highly connected transcription factor was the AP-1 member c-Jun (outlined in red in Fig. 1D), and network topology implied that c-Jun is a key signal integrator between all the other transcription factors in the network. Other well-connected nodes in the network were members of the AP-1 family, including JunB, Atf3 and Fosl1 (outlined in red in Fig. 1D). In addition, certain members of the ETS transcription factor family had many physical and functional connections within the network, namely Ets1 and Spi1 (outlined in purple in Fig. 1D). Collectively, these data suggest that FAK regulates motif enrichment in accessible regions of chromatin, in particular sequences known to bind to the AP-1 and ETS transcription factor family members.

### FAK regulates chromatin accessibility at a subset of genes, including *Il33*

Differential peak-calling analysis identified chromatin accessibility changes that were dependent on FAK, as well as FAK kinase activity and its nuclear localization (Fig. 2A). All ATAC-seq peaks were set to 500 bp to allow comparison between peaks in the SCC cell lines used in this study, and we reported distances from the ATAC-seq peak center as a heatmap (red indicates high read count (highly accessible region) in Fig. 2A). This analysis revealed ATAC-seq peaks across the genome with differential accessibility (varied read count) when comparing FAK-WT SCC cells to *FAK*^−/−^, FAK-nls-expressing and FAK-kd-expressing SCC cells, identifying changes in a subset of genes that varied depending on FAK status (Fig. 2A). These data implied that FAK regulates the chromatin accessibility at a subset of genes.

**Figure 2:**
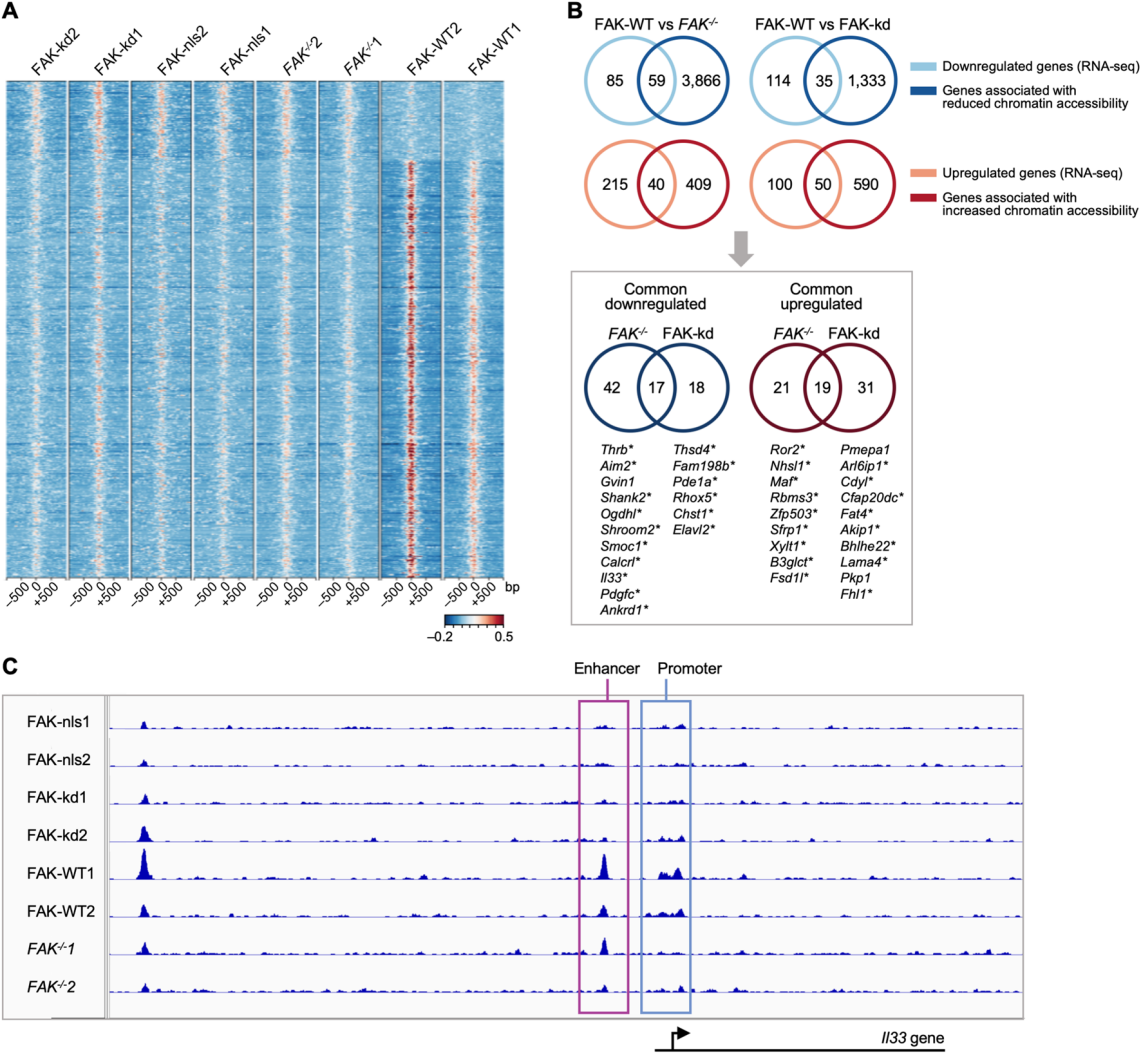
FAK regulates chromatin accessibility of a subset of genes, including the cytokine and transcriptional regulator *Il33*. (**A**) Heatmap representation of chromatin accessibility changes between FAK-WT, *FAK*^−/−^, FAK-nls and FAK-kd SCC cells (all peaks displaying differential accessibility are shown). Highly accessible regions (high read count, peak center) are shown in red, whereas less accessible regions (low read count) are indicated in blue. The *y*-axis of the heatmap reports the distance from the ATAC-seq peak center. Significantly different peaks were defined as those with a false discovery rate (FDR) ≤ 0.05. (**B**) The upper panel shows overlap of FAK-dependent (left) or FAK kinase-dependent (right) chromatin accessibility data with FAK-WT vs *FAK*^−/−^ or FAK-WT vs FAK-kd SCC RNA-seq differential expression data, respectively. Genes that were upregulated according to RNA-seq data were compared with genes exhibiting enhanced chromatin accessibility and vice versa. The lower panel (gray box) shows set analysis of common downregulated genes (left) and common upregulated genes (right) present in *FAK*^−/−^ and FAK-kd cells (with respect to FAK-WT cells), which also show changes in chromatin accessibility identified to be in common between FAK-WT vs *FAK*^−/−^ and FAK-WT vs FAK-kd analyses. In the lower panel, genes that display chromatin accessibility changes in FAK-nls cells in addition to *FAK*^−/−^ and FAK-kd cells are indicated by an asterisk. RNA-seq data for FAK-WT-expressing vs *FAK*^−/−^ SCC cells were reported previously^38^ and re-analyzed here alongside the data for FAK-WT- vs FAK-kd-expressing cells. (**C**) Chromatin accessibility traces from FAK-WT, *FAK*^−/−^, FAK-nls and FAK-kd SCC ATAC-seq samples. Genomic regions that display FAK-dependent changes in chromatin accessibility upstream of the *Il33* gene are outlined in pink (enhancer) and blue (promoter region). Coverage is indicated on the *y*-axis, whereas genomic distance is shown on the *x*-axis. Below the chromatin accessibility traces is a schematic of the location of the *Il33* gene with respect to the ATAC-seq peaks. In (**A**) and (**C**), numbers appended to sample names indicate the biological replicate number for the respective cell line. *n* = 2 biological replicates for the ATAC-seq dataset (**A**–**C**); *n* = 3 biological replicates for the RNA-seq dataset (**B**).

We next identified which genes were regulated by FAK-dependent changes in chromatin accessibility using comparisons between the cell lines that varied only in FAK status. We wanted to determine which genes were associated with the ATAC-seq peaks enriched in FAK-WT-expressing cells (as identified by differential peak calling) to understand which genes are regulated by FAK-dependent accessibility changes. To assign each ATAC-seq peak to genes, we used ChIPseeker^17^, which links each peak to the closest TSS using data from the University of California, Santa Cruz, genome browser annotation database (https://genome.ucsc.edu/). 

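RNA was sequenced from *FAK*-/- SCC cells and from FAK-WT- and FAK-kd-expressing SCC cells, with 3 replicates of each cell line. The cells derive from a mouse squamous cell carcinoma from which FAK was deleted, and FAK-WT and the kinase-deficient FAK-kd were expressed in a *FAK*-/- clone by retroviral induction. For each library the authors deposited kallisto's estimated counts, summarized to genes with tximport as whole numbers and not scaled to library size. The table holds 19044 Ensembl gene identifiers. The libraries of FAK-WT replicates 1, 2 and 3 held 779755, 37264636 and 34542711 counts. The *FAK*-/- libraries held between 25304994 and 33363536 counts, and the FAK-kd libraries between 33500699 and 34388720. FAK-WT replicate 1 thus held 2.31% of the median of the other 8 libraries. With 3 counts as the least that can be told from none, that library can show a gene from 3.85 CPM (counts scaled to library size), and FAK-WT replicate 2 from 0.0805 CPM. Counts were normalized with edgeR's TMM method, and all 9 libraries were fitted in 1 quasi-likelihood model with the cell line as its only factor. Fold changes are on the log2 scale, and p-values were adjusted over all genes with the Benjamini–Hochberg method. A gene past the threshold had an adjusted p-value of 0.05 or below and a log2 fold change of at least 1 or at most -1. *Ptk2* (ENSMUSG00000022607), the gene that encodes FAK, was read first as a check of the sample labels. Its expression was 215 ± 1.92 CPM (mean ± SD, n = 3) in FAK-WT cells, 21.6 ± 1.93 CPM (n = 3) in *FAK*-/- cells and 163 ± 11.5 CPM (n = 3) in FAK-kd cells. Every library of the FAK-expressing cells lay above every *FAK*-/- library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). The log2 fold change of *Ptk2* was 3.32 for FAK-WT over *FAK*-/- cells (standard error 0.08, adjusted p = 1.2e-12 from edgeR's quasi-likelihood test). For FAK-WT over FAK-kd cells it was 0.40 (standard error 0.08, adjusted p = 0.00163 from the same test), which is under the fold-change minimum.

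**Figure D1:**
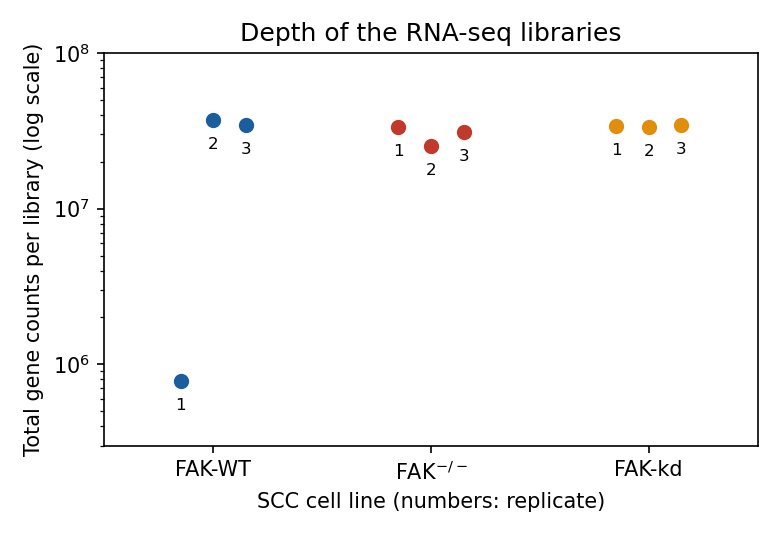
Total gene counts of each RNA-seq library on a log scale, by SCC cell line. Each point is 1 library with its replicate number, and FAK-WT replicate 1 sits at 779755 counts while the other 8 libraries sit between 25304994 and 37264636.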

We used FAK RNA-seq data to confirm whether the genes that were regulated by FAK-dependent changes in chromatin accessibility were also differentially expressed in a FAK- and FAK kinase-dependent manner (Fig. 2B and FAK RNA-seq dataset reported in Supplementary Data S2). 

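In FAK-WT cells, 442 genes had higher and 582 genes had lower expression than in *FAK*-/- cells at an adjusted p-value of 0.05 or below (edgeR's quasi-likelihood test) and a log2 fold change of at least 1 in size. Against FAK-kd cells, 451 genes were higher and 550 genes were lower in FAK-WT cells. In both comparisons, 269 genes were higher and 374 genes were lower in FAK-WT cells. The setting that moved these counts most in proportion was a requirement of at least 10 counts in every library, which left 8083 genes at the depth of FAK-WT replicate 1. Under it, 79 genes were higher and 81 genes lower than in *FAK*-/- cells, and 62 higher and 69 lower than in FAK-kd cells. The FAK-WT libraries lay all above or all below the *FAK*-/- libraries in 5200 (42.5%) of the 12235 genes kept by edgeR's filterByExpr, where chance gives 10%. Against the FAK-kd libraries this held for 5833 genes (47.7%). Some genes past the threshold had at most 3 counts in every library of 1 of the groups. They numbered 224 in the *FAK*-/- comparison and 252 in the FAK-kd comparison. The counts set only a lower bound on their fold changes, which edgeR's estimates can exceed. *Tmem45a* (ENSMUSG00000022754, chromosome 16) was expressed at 17.9 ± 2.41 CPM (SD, n = 3) in FAK-WT cells. Its level was 0.0427 ± 0.0739 CPM (SD, n = 3) in *FAK*-/- cells and 0.307 ± 0.0466 CPM (SD, n = 3) in FAK-kd cells. *Tmem45a* had counts in 1 of the 3 *FAK*-/- libraries, and its log2 fold change of 8.58 over *FAK*-/- cells (adjusted p = 1.5e-09 from edgeR's test) ranged from 7.98 to 12.10 with each library left out in turn. It was 5.90 (standard error 0.31, adjusted p = 4.6e-09) over FAK-kd cells. *Nol4l* (ENSMUSG00000061411, chromosome 2) had log2 fold changes of 6.71 (standard error 0.31) and 6.64 (standard error 0.30). The paper's supplementary table gives 1.93 and 1.81 for *Nol4l* with a lower base mean, so its counts may have differed from the deposited ones. *Acta2* (ENSMUSG00000035783, chromosome 19) fell in FAK-WT cells, with log2 fold changes of -5.69 (standard error 0.14) and -6.22 (standard error 0.14). *Ctsz* (ENSMUSG00000016256, chromosome 2) had at most 1 count in any FAK-WT library and 9.15 ± 0.541 CPM (SD, n = 3) in *FAK*-/- cells and 26.9 ± 0.418 CPM (SD, n = 3) in FAK-kd cells. Against a floor of 3 counts in each FAK-WT library, *Ctsz* was at least 74.2-fold lower in FAK-WT than in *FAK*-/- cells and at least 218-fold lower than in FAK-kd cells. *Akap13* (ENSMUSG00000066406, chromosome 7) passed the threshold over *FAK*-/- cells (adjusted p = 0.0245 from edgeR's test) with 0 counts in every *FAK*-/- library. Its FAK-WT libraries spread from 0.452 to 30.2 CPM, and it was no longer past the threshold when filterByExpr was applied.

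**Figure D2:**
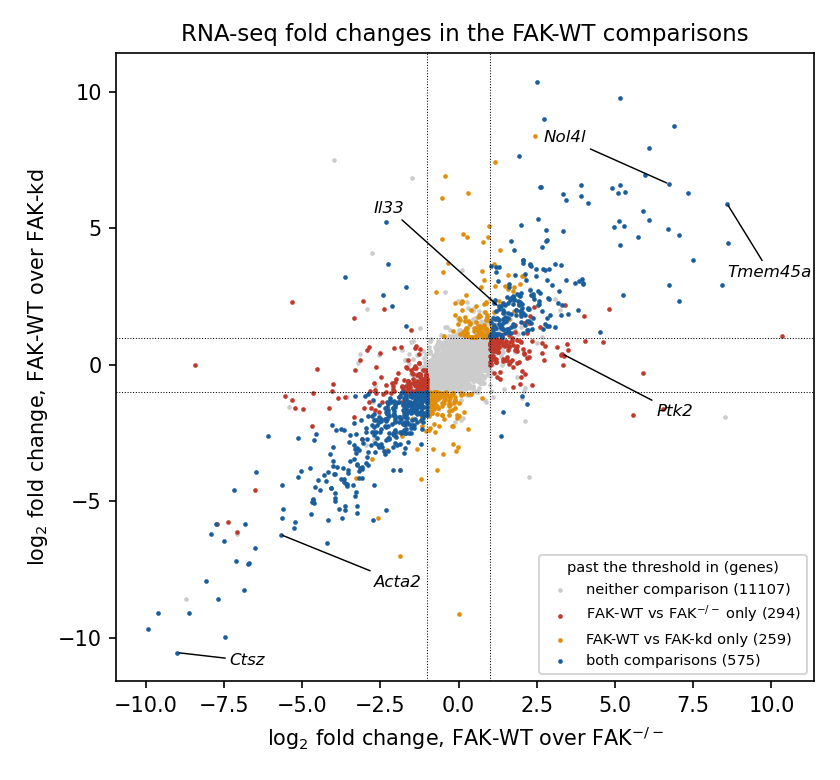
Each point is 1 of 12235 genes, with the log2 fold change of FAK-WT over *FAK*-/- cells on the x axis and of FAK-WT over FAK-kd cells on the y axis. The colors separate the 575 genes past the threshold in both comparisons, in either direction, from the 294 and 259 genes past it in the *FAK*-/- or the FAK-kd comparison alone, and dotted lines mark log2 fold changes of -1 and 1. In 105 genes for the *FAK*-/- comparison and 128 genes for the FAK-kd comparison, 1 of the groups had at most 3 counts in every library.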

Set analysis identified genes that were either up- or down-regulated in a FAK- or FAK kinase-dependent manner, and also those genes whose FAK-dependent changes were associated with chromatin accessibility changes (intersection sets in upper panels in Fig. 2B). 

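All 36 genes named in the lower panel of Fig. 2B passed the threshold in both RNA-seq comparisons, and in the panel's direction. With p-values adjusted over these 36 genes alone, 36 passed as well. The list is the paper's own selection from these data, so these counts do not measure stability. The genes lower in *FAK*-/- and FAK-kd cells numbered 17 and include *Rhox5*, *Pdgfc*, *Aim2* and *Gvin1*, and the 19 higher ones include *Arl6ip1*, *Sfrp1* and *Fat4*. The largest adjusted p-value among the 36 genes was 0.00064 in the *FAK*-/- comparison and 0.00148 in the FAK-kd comparison (edgeR's quasi-likelihood test). In each comparison, 35 of the 36 genes had FAK-WT libraries that did not overlap with the other group, where chance gives 10% of genes, a comparison that the paper's selection of these genes favors. The exception was *Shank2* (ENSMUSG00000037541, chromosome 7), at 1.60 ± 1.41 CPM (SD, n = 3) in FAK-WT cells against 0.244 ± 0.118 CPM (SD, n = 3) in *FAK*-/- cells. The mean normalized count of 8 of the genes was under 100. *Gvin1*, *Fat4*, *Aim2* and *Shroom2* had at most 3 counts in every library of a group, *Gvin1* and *Fat4* in both comparisons and *Aim2* and *Shroom2* in the FAK-kd comparison. Without these genes, log2 fold changes ran from 1.23 to 6.72 in size over *FAK*-/- cells and from 1.12 to 7.32 in size over FAK-kd cells. *Pdgfc* (ENSMUSG00000028019, chromosome 3) lay closest to the threshold, with log2 fold changes of 1.23 (standard error 0.11) and 1.12 (standard error 0.11). *Rhox5* (ENSMUSG00000095180, chromosome X) was expressed at 120.1 ± 4.18 CPM (SD, n = 3) in FAK-WT, 28.9 ± 2.53 CPM (SD, n = 3) in *FAK*-/- and 8.49 ± 1.14 CPM (SD, n = 3) in FAK-kd cells. Its log2 fold changes were 2.07 (standard error 0.10) and 3.83 (standard error 0.11). *Arl6ip1* (ENSMUSG00000030654, chromosome 7) was expressed at 2.21 ± 0.275 CPM (SD, n = 3) in FAK-WT, 53.7 ± 3.94 CPM (SD, n = 3) in *FAK*-/- and 66.8 ± 5.93 CPM (SD, n = 3) in FAK-kd cells. Its log2 fold changes were -4.70 (standard error 0.13) and -5.02 (standard error 0.13). *Gvin1* shares a fraction of 0.997 of its 31-base words with other genes, so its estimated counts rest on how reads were divided among them. With at least 10 counts required in every library, 9 of the 36 genes were still tested and past the threshold in both comparisons. With edgeR's glmTreat, which tests against a log2 fold change of 1, 32 passed, and *Il33*, *Pdgfc*, *Fam198b* and *Elavl2* did not. With DESeq2 and betaPrior = TRUE, a setting that shrinks fold changes toward 0, 34 passed, and *Shank2* and *Fat4* did not.

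**Figure D3:**
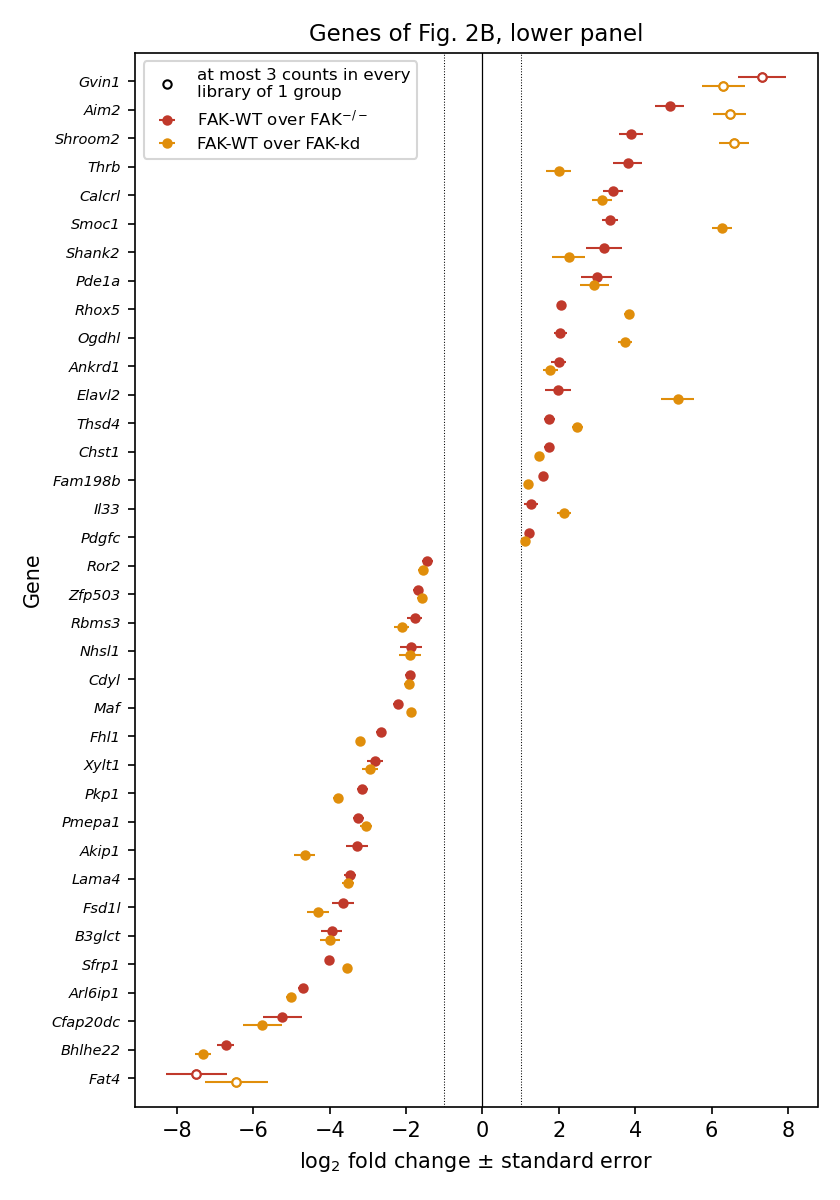
Log2 fold changes of FAK-WT over *FAK*-/- cells and of FAK-WT over FAK-kd cells (x axis) for the 36 genes of the lower panel of Fig. 2B (y axis), with bars for the standard error from the fit of 9 libraries. Dotted lines mark -1 and 1, and open points mark genes with at most 3 counts in every library of 1 group. For these genes the counts set only a lower bound on the fold change.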

We found 36 genes whose expression and chromatin accessibility profiles were both regulated by FAK and its kinase activity (intersection sets in lower panel in Fig. 2B). Comparison of the FAK-nls mutant chromatin accessibility data to this subset of genes revealed that most of these are also dependent on FAK’s ability to localize to the nucleus (asterisks in lower panel in Fig. 2B).

As an exemplar, we next focused on one of these genes, *Il33*, because we had previously reported it as a FAK-regulated cytokine of biological significance in mediating FAK-dependent anti-tumor immunity^9^. Using ATAC-seq data to investigate whether chromatin accessibility was one mechanism by which FAK regulates *Il33*, we found that there were ATAC-seq peaks in FAK-WT-expressing SCC cells on *Il33* enhancer (− 3199 from TSS) and promoter (+ 821 from TSS) regions (Fig. 2C). Moreover, these peaks were absent in the FAK-kd- and FAK-nls-expressing cells and reduced in *FAK*^−/−^ cells, which had no detectable peak on the promoter region and a suppressed ATAC-seq peak on the enhancer region. However, we note that the suppressed ATAC-seq peak on one replicate of the *FAK*^−/−^ cells (*FAK*^−/−^2) did not have sufficient read count to be identified as an ATAC-seq peak, and therefore the peak was not called. We conclude that FAK regulates chromatin accessibility at a subset of gene promoters, and some of these are differentially expressed in a FAK-dependent manner, as exemplified by *Il33*. This suggests that FAK-regulated, biologically important gene expression alterations may be controlled by FAK-dependent chromatin accessibility changes.

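*Il33* (ENSMUSG00000024810, chromosome 19) was expressed at 141 ± 3.47 CPM (SD, n = 3) in FAK-WT cells. Its expression was 58.7 ± 10.9 CPM (SD, n = 3) in *FAK*-/- cells and 32.2 ± 9.22 CPM (SD, n = 3) in FAK-kd cells. The FAK-WT libraries ranged from 138 to 145 CPM, the *FAK*-/- libraries from 46.3 to 67.0 CPM and the FAK-kd libraries from 21.6 to 37.7 CPM, so that no 2 cell lines overlapped (exact permutation test for each pair of cell lines, two-sided, p = 0.1, the smallest p this number of libraries allows). In FAK-WT replicate 1 the value rests on 110 counts, whose counting error is 9.53%. In the other 8 libraries *Il33* had between 719 and 5281 counts. The log2 fold change was 1.28 for FAK-WT over *FAK*-/- cells (standard error 0.17, adjusted p = 8.8e-05 from edgeR's quasi-likelihood test). Over FAK-kd cells it was 2.14 (standard error 0.18, adjusted p = 6.2e-07 from the same test). With each library left out in turn, these values stayed between 1.13 and 1.39 and between 1.93 and 2.28. The 1.13 came without *FAK*-/- replicate 3, whose deviation from its replicates rose with the GC content of transcripts. A correction of each library for GC content, chosen after the data were seen, gave 1.20 over *FAK*-/- cells. The difference from *FAK*-/- cells no longer passed when it was tested against a log2 fold change of 1 with glmTreat. FAK-kd cells lay below *FAK*-/- cells, with a log2 fold change of -0.86 (standard error 0.17, adjusted p = 0.00489 from edgeR's test), which is under the fold-change minimum. In Fig. 2C the ATAC-seq peaks at *Il33* were absent in FAK-kd and FAK-nls cells. In *FAK*-/- cells no promoter peak was detected, and the enhancer peak was reduced and not called in 1 replicate. With these peaks, its comparison of peaks across the genome and the genes of Fig. 2B, the paper concludes that FAK regulates the accessibility of chromatin at some promoters. The paper gives *Il33* as an example of such genes that are also expressed differently depending on FAK.

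**Figure D4:**
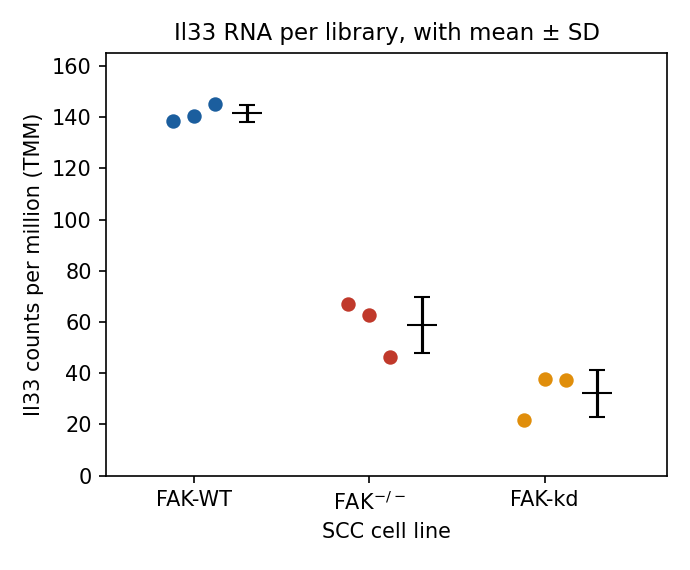
*Il33* expression in CPM after TMM normalization (y axis) in each library of the SCC cell lines (x axis), with the mean and SD of 3 libraries beside the points. All FAK-WT libraries lie at or above 138 CPM, and no library of the other cell lines lies above 67.0 CPM.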

### FAK regulates IL-33 expression via chromatin accessibility at the c-Jun motif in the *Il33* enhancer

In order to define key transcription factors that drive FAK-dependent *Il33* expression in mouse SCC cells, we performed motif-enrichment analysis on the ATAC-seq peaks proximal to the *Il33* promoter and enhancer regions in FAK-WT-expressing cells using HOMER (using data depicted in Fig. 2C). Analysis of the raw peak-calling data revealed that there was a number of peaks upstream of the *Il33* gene in the FAK-WT-expressing cells as well as *FAK*^−/−^ cells, FAK-nls- and FAK-kd-expressing SCC cell lines between − 7480 and − 42,315 bp upstream of the TSS. To create a refined list to identify the key transcription factors important for *Il33* expression in FAK-WT-expressing cells, we excluded all the transcription factor motifs that were present in the aforementioned peaks upstream of the *Il33* gene in *FAK*^−/−^ cells, FAK-nls- and FAK-kd-expressing cells from our list of putative *Il33* transcription factor motifs. This identified 24 FAK-dependent transcription factor motifs, including sequence motifs known to be bound by the AP-1 components c-Jun, Atf2 and Atf7 (Fig. 3A and Supplementary Data S3).

**Figure 3:**
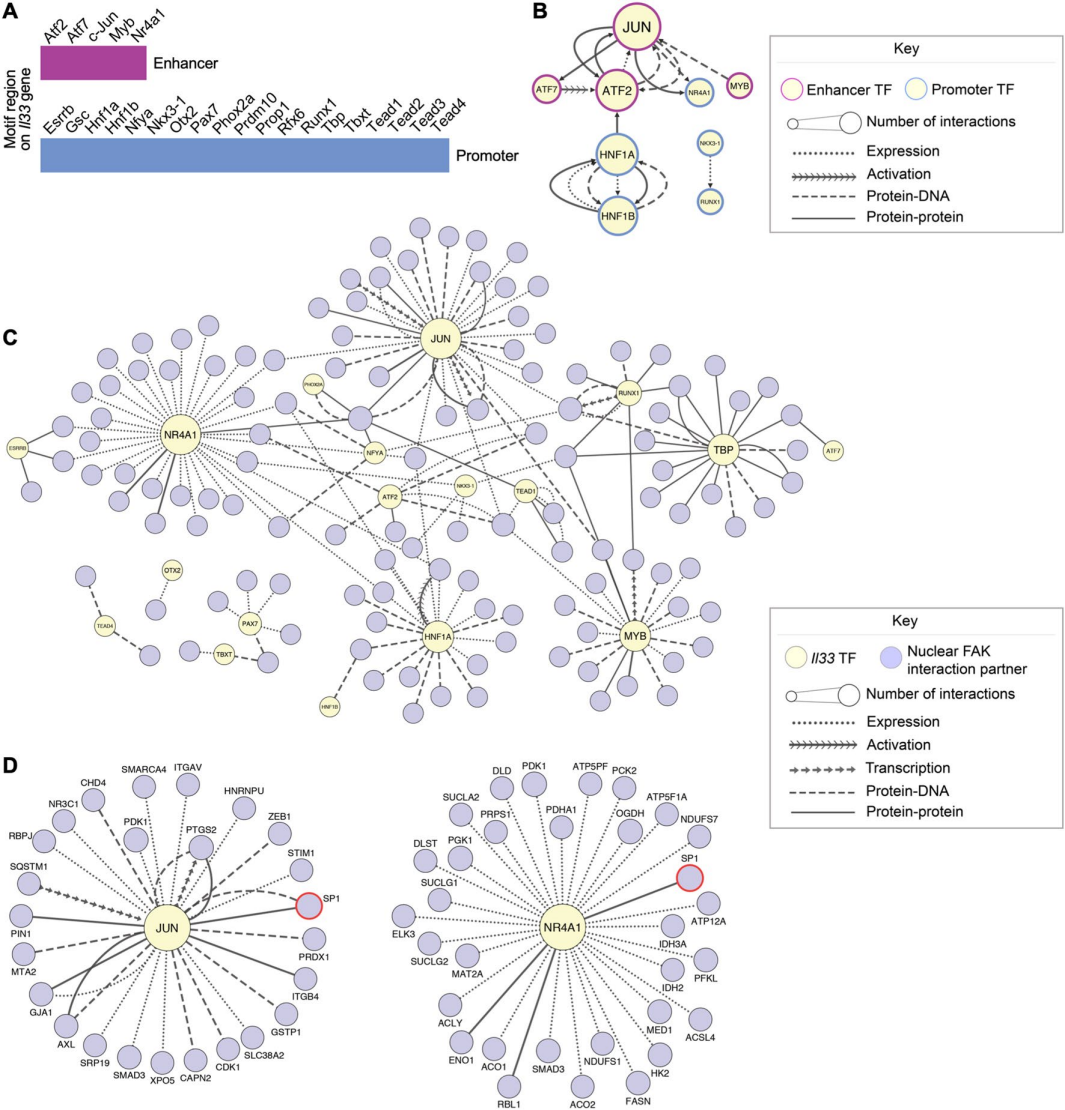
Interactome analysis identifies c-Jun as a key node in the *Il33* transcription factor network. (**A**) Set of transcription factors predicted to regulate *Il33* expression in FAK-WT SCC cells. Transcription factors that regulate *Il33* expression were predicted by analyzing transcription factor motif sequences in the ATAC-seq promoter and enhancer peaks upstream of the *Il33* gene in FAK-WT-expressing cells using HOMER^15^. The potential *Il33* regulators and the respective location of the transcription factor motif upstream of the *Il33* gene (enhancer or promoter) are listed. (**B**) Functional association network of the predicted FAK-WT-enriched transcription factors on the *Il33* gene enhancer/promoter regions. Direct, mammalian connections are shown between the predicted transcription factors in FAK-WT-expressing cells. Node borders of predicted enhancer-associated transcription factors are pink; those predicted to bind the *Il33* promoter are blue. Node size indicates the connectivity of the node (number of functional connections that protein has within the network). The yFiles tree layout algorithm was applied to the network. (**C**,**D**) A previously published nuclear FAK interactome dataset^7^ was integrated with the predicted transcription factors on the *Il33* promoter/enhancer regions. Upstream, mammalian interactions between the FAK nuclear interactors and the *Il33* transcription factors in FAK-WT-expressing cells were used to construct the network (**C**). The two most connected nodes, centered around c-Jun (left panel) and Nr4a1 (right panel) are detailed in **D**. Nodes for transcription factors predicted to bind to the *Il33* promoter/enhancer regions in FAK-WT-expressing SCC cell lines are colored in yellow; all potential FAK interactors that bind to predicted *Il33* motifs are colored purple (node labels omitted in **C** for clarity). Red node borders indicate proteins identified as FAK interactors by previous validation experiments^7,9^. Node size indicates the connectivity of the node. The yFiles organic layout algorithm was applied to the network. *n* = 2 biological replicates for the ATAC-seq dataset (**B**–**D**); *n* = 3 biological replicates for the proteomics dataset (**C**,**D**).

It is well established that in order for a transcriptional event to occur, transcription factors often need to form complexes with other transcription factors in the same or different families. For example, it is well known that c-Jun homodimerizes, as well as heterodimerizes with c-Fos and Fra or Atf family members, to regulate the expression of AP-1-dependent genes^18^. Furthermore, the transcription factor Nr4a1 has been shown to bind and co-operate with c-Jun to regulate the transcription of the *Star* gene^19^. Therefore, we addressed whether the transcription factors predicted to regulate *Il33* expression in FAK-WT-expressing cells can bind to and/or regulate each other. We reasoned that highly connected transcription factors may represent key nodes in the *Il33* transcription factor network and, therefore, potentially important regulators of IL-33 expression. Generation of an *Il33* transcription factor regulatory network for FAK-WT-expressing cells indicated that the transcription factors known to bind FAK-regulated motifs at the *Il33* gene have multiple functional connections (Fig. 3B). Indeed, the most highly connected transcription factor was the AP-1 member c-Jun (largest node in Fig. 3B), suggesting it may be a key node in the FAK-dependent *Il33* transcription factor network.

We next examined nuclear FAK binding partners (described previously in^7^) and used interactome analysis to contextualize these with regard to transcription factors that may bind to the identified sequence motifs in the *Il33* gene where accessibility is FAK-regulated. This enabled the prediction of putative *Il33* transcription factors that have functional connections with nuclear FAK binders and thereby may be regulated by FAK in a direct manner (Fig. 3C). The resulting network indicated that the transcription factors with motif sequences on the *Il33* promoter/enhancer have varying numbers of functional associations with putative nuclear FAK-interactors (indicated by node size in Fig. 3C). The transcription factors with the most links to nuclear FAK binding proteins were c-Jun and Nr4a1 (Fig. 3C). This implied that there were likely interesting connections between FAK and the transcription factors known to access motifs in the *Il33* promoter in a FAK-dependent manner. Our network analysis suggested that c-Jun interacts with a number of FAK binders identified previously^7^, such as Pin1, which has been shown to bind to c-Jun and increase its transcriptional activity^20^. The FAK binding partner and transcription factor Sp-1^9^ has been reported to bind both the two most highly connected nodes in the network, c-Jun (^21^; left in Fig. 3D) and Nr4a1 (^22^; right in Fig. 3D). Other nodes that had connections with validated FAK binders included Tbp, which binds to the FAK binding protein Taf9 (^7^; Supplementary Fig. S2) to form the TFIID component of the basal transcription factor complex^23^. Therefore, our interactome analysis indicates that FAK is functionally well connected to transcription factors known to bind to sequence motifs on the *Il33* enhancer whose accessibility is FAK-regulated.

### c-Jun regulates IL-33 expression by binding to *Il33* enhancer regions

Our nuclear FAK interactome analysis showed that c-Jun was a hub (i.e. a highly connected node) in the *Il33* transcription factor network (Fig. 3C). c-Jun is a component of the AP-1 family of transcription factors, and it is an important regulator of skin inflammation^24^. For example, c-Jun proteins are known to be important for the expression of the cytokine CCL5^25^, which we have shown to be regulated by FAK and IL-33, and loss of Jun proteins can lead to the onset of a chronic psoriasis-like disease^26^. Therefore, we hypothesized that c-Jun may be a likely regulator of inflammatory gene expression in SCC cells (which originate from skin keratinocytes) used in our studies. We performed siRNA-mediated depletion of *Jun* mRNA (which encodes c-Jun) (Fig. 4A), which led to a parallel significant downregulation of *Il33* mRNA (Fig. 4B) and reduced IL-33 protein expression (Fig. 4C). In addition, the FAK and IL-33 target gene in SCC cells, *Cxcl10*, also showed reduced mRNA levels as a result of *Jun* knockdown (Fig. 4D). Taken together, these data imply that c-Jun is likely an important regulator of IL-33 expression and of FAK- and IL-33-dependent target genes.

**Figure 4:**
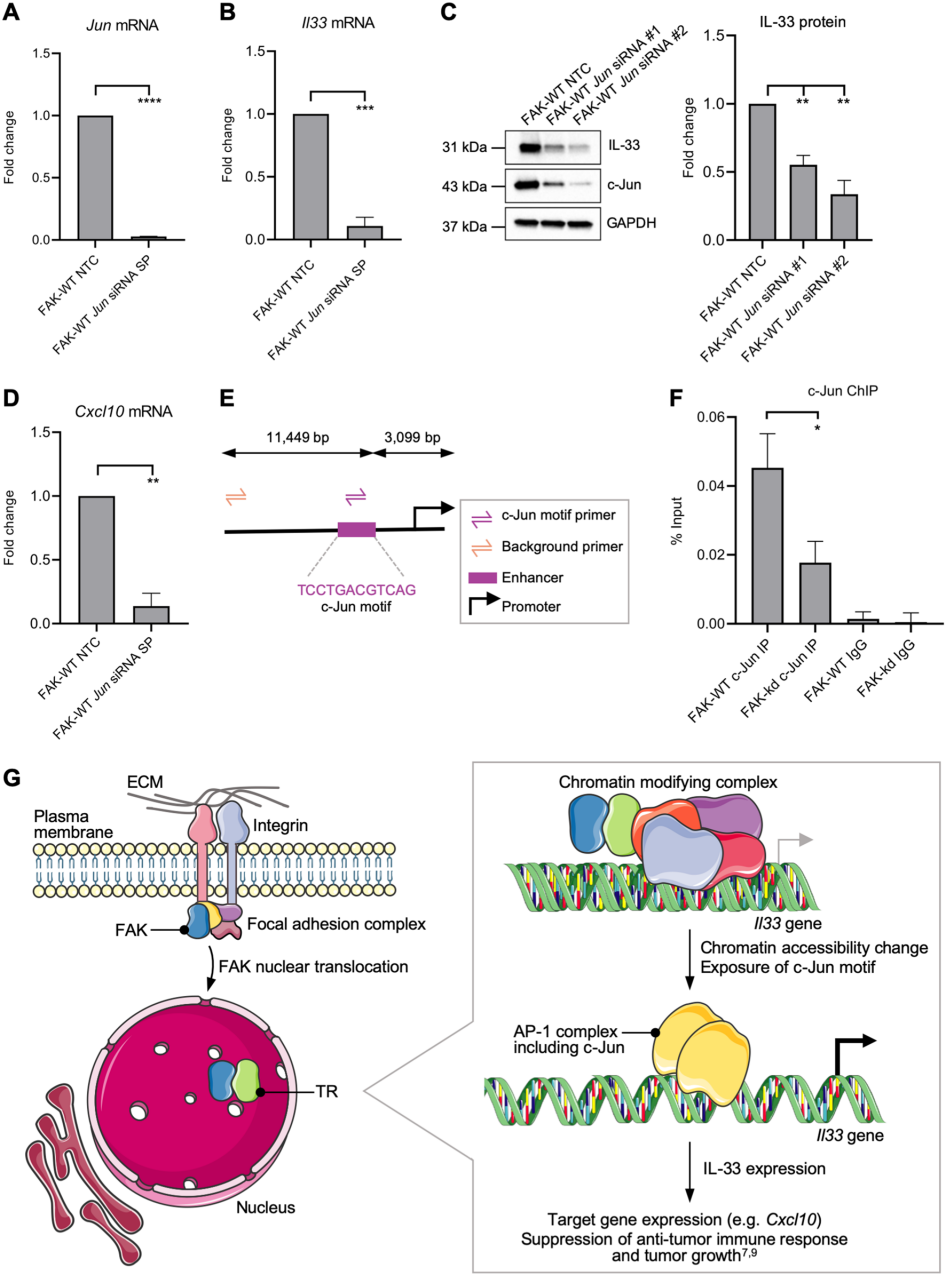
c-Jun regulates IL-33 expression by binding to *Il33* enhancer regions. (**A**,**B**) FAK-WT SCC cells were transfected with a non-targeting control (NTC) or *Jun* SMARTpool (SP) siRNA. *Jun* (**A**) and *Il33* (**B**) qRT-PCRs were carried out using *Jun* and *Il33* primers, respectively. Fold gene expression changes were calculated by normalizing cycle threshold (Ct) values to *GAPDH* and FAK-WT NTC Ct values. (**C**) FAK-WT-expressing cells were transfected with NTC or individual *Jun* siRNAs, and whole cell lysates were subjected to SDS-PAGE analysis. Blots were stained with IL-33, c-Jun and GAPDH antibodies (left panel). IL-33 protein expression was quantified by densitometry using ImageJ/Fiji software (v2.1.0, imagej.net/Fiji) and values normalized to GAPDH densitometry values (right panel). c-Jun knockdown was checked on a separate blot. Full length blots are reported in Supplementary Fig. S3. (**D**) FAK-WT cells were transfected with NTC or *Jun* SMARTpool siRNA. qRT-PCR was carried out using *Cxcl10* primers. (**E**) Schematic detailing the locations of ChIP primers upstream of the *Il33* gene. (**F**) Primers were designed to capture the c-Jun motif upstream of the *Il33* gene (c-Jun motif primer) and in the upstream region of the *Il33* gene to control for background binding (background primer). Pull-down efficiency was calculated using the % input method (see “Materials and methods”). (**G**) FAK (blue) translocates to the nucleus and binds to transcriptional regulators (i.e. chromatin accessibility regulators and co-activators) (TR, green). At the level of the *Il33* gene, TRs potentially scaffold FAK to chromatin-modifying complexes to regulate chromatin accessibility changes at the *Il33* gene enhancer, allowing binding of the AP-1 complex containing c-Jun (yellow). AP-1 binding stimulates IL-33 expression, which suppresses the anti-tumor immune response and promotes tumor growth, as shown previously^9^. Images from Servier Medical Art (http://smart.servier.com/) were adapted under terms of a Creative Commons Attribution 3.0 Unported License: CC BY 3.0 Servier. Data are mean ± SEM. *n* = 3 biological replicates (**A**–**D**) or 5 biological replicates (**F**). *ns* not significant; *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001 by unpaired two-tailed *t* test (**A**,**B**,**D**), one-way ANOVA (**C**) or *t* test with Welch’s correction (**F**).

Next, we performed chromatin immunoprecipitation (ChIP)-qPCR analysis to confirm that c-Jun binds to the predicted c-Jun sequence-binding motif at the *Il33* enhancer, and whether or not FAK-dependent chromatin accessibility changes on the *Il33* enhancer are linked to perturbed c-Jun binding. Our HOMER^15^ analysis identified a cAMP response element (CRE) (5′-TGACGTCA-3′) within the *Il33* enhancer peak, which are known to bind c-Jun–Atf dimeric complexes^18^. We therefore used ChIP to show that c-Jun binds to the CRE motifs at the *Il33* enhancer in a FAK-dependent manner via accessibility. Primers were designed around the region containing the CRE sequence motif in the *Il33* enhancer and an unrelated region upstream of this site to control for background binding (depicted in Fig. 4E). We used an anti-c-Jun ChIP-grade antibody to pull down DNA in formaldehyde-crosslinked, sonicated chromatin preparations from FAK-WT- and FAK-kd-expressing cells, since loss of FAK’s kinase activity displayed the most striking loss of chromatin accessibility at the *Il33* enhancer (Fig. 2C). Following immunoprecipitation, the DNA was purified and a qPCR was performed, whereby the *Il33* enhancer region and an upstream background region were amplified. We used the % input method to normalize the ChIP-qPCR data for potential sources of variability, including the starting chromatin amount in the chromatin extract, immunoprecipitation efficiency and the amount of DNA recovered (see “Materials and methods”). Using ChIP, we found that c-Jun bound to the *Il33* enhancer in the FAK-WT-expressing cells (Fig. 4F). Furthermore, there was a significant loss of c-Jun binding in FAK-kd-expressing cells in comparison to FAK-WT-expressing cells (Fig. 4F). These data are consistent with FAK kinase activity regulating chromatin accessibility at the enhancer region upstream of the *Il33* gene at the predicted c-Jun binding site.

Next, we wanted to address whether FAK kinase activity may regulate the levels of phosphorylation of c-Jun. Transcriptional activation of c-Jun is mediated by phosphorylation of Serine 73 by c-Jun N-terminal kinase (JNK)^27^. Treatment of FAK-WT SCC cells with the FAK kinase inhibitor VS4718 resulted in a significant loss S73-c-Jun phosphorylation (Supplementary Figure S4). Interestingly, there was also a significant reduction of total c-Jun protein levels. There was therefore a change in the amount of cellular pS73-c-Jun upon treatment with a FAK kinase activity inhibitor, and we conclude that FAK kinase activity contributes to the amount of transcriptionally active c-Jun in the SCC cells used here.

Thus, we conclude that FAK, which is classically thought to be primarily an integrin adhesion protein, can function in the nucleus to control chromatin accessibility at specific gene promoters/enhancers. In turn, this leads to FAK-dependent transcription of specific genes, an example of which is the cytokine *Il33*. FAK/IL-33 downstream effectors significantly influence tumor biology^9^.

## Discussion

In this study, we have discovered an undescribed function of nuclear FAK as a key regulator of chromatin accessibility changes and transcription factor binding. Furthermore, we have confirmed that nuclear FAK regulates c-Jun binding at the *Il33* enhancer region via chromatin accessibility changes to control *Il33* expression. As IL-33 is an important regulator of cytokine expression and tumor growth^8^, FAK-dependent c-Jun regulation of IL-33 expression would be predicted to influence cancer cell biology, such as that we described previously^9^. It is perhaps not surprising that FAK can regulate c-Jun, since cytoplasmic-localized FAK is known to transduce signals through pathways such as MAPK^28^ and Wnt^29,30^, which are known to control c-Jun expression and its transcriptional activity^18,31^; however, what is surprising is the more direct link we have uncovered here between nuclear FAK function and its regulation of c-Jun transcriptional activity at the *Il33* enhancer via chromatin accessibility. Consistent with the links between nuclear FAK and c-Jun activity being more common, nuclear FAK is reported to regulate the expression of *Jun* (which encodes c-Jun) in response to ‘stretch’ in cardiac myocytes by binding to, and enhancing, the transcriptional activity of MEF2^32^.

Focal adhesion proteins other than FAK have been detected in the nucleus, such as Lpp^33^ and Hic-5^34^, which are believed to function as transcription factor co-regulators^33,35^. Furthermore, the focal adhesion protein paxillin can also translocate to the nucleus^36^, where it contributes to proliferation^37^, and we believe that there are other integrin-linked adhesion proteins capable of translocating to the nucleus and functioning at the nuclear membrane or inside the nucleus^38^. Relevant to the work we present here, a number of consensus adhesome components containing LIM (Lin11–Isl1–Mec3) domains have been directly linked to the regulation of chromatin accessibility and dynamics. For example, Hic-5 can inhibit the binding of the glucocorticoid receptor to the chromatin remodelers chromodomain-helicase DNA binding protein 9 (also known as ATP-dependent helicase CHD9) and brahma (also known as ATP-dependent helicase SMARCA2), resulting in a closed chromatin conformation and transcriptional repression of a subset of glucocorticoid receptor target genes^35,39^. Also, paxillin can regulate proliferation-associated gene expression by controlling promoter–enhancer looping via nuclear interactions with the cohesin and mediator complex^37^. Taken together, these reports suggest that focal adhesion proteins in the nucleus are capable of scaffolding chromatin remodeling complexes to regulate chromatin structure and gene expression changes.

An unanswered question is the mechanism by which FAK controls chromatin accessibility at regulated genes. In this regard, our previous nuclear interactome proteomics revealed that FAK can interact with proteins known to regulate chromatin accessibility^7^. These include the Smarcc2 and Actl6a components of the BRG1/BRM-associated factor (BAF) complex^7^, which have been shown to be recruited to target gene enhancers by AP-1 to regulate chromatin accessibility^40^. IL-33 is required for the chromatin recruitment of the Wdr82 component of the chromatin-modifying protein serine/threonine phosphatase (PTW/PP1 phosphatase) complex^9,41^. IL-33 binds to the Brd4 (bromodomain-containing protein 4) transcriptional coactivator^9^, which is known to recruit the BAF complex to target genes^42^. The nuclear FAK binding protein Sp-1 also interacts with the BAF complex to facilitate its recruitment to specific promoters^43^. Therefore, there is abundant evidence of connections between FAK or FAK binding proteins (i.e. FAK–Sp-1, FAK–IL-33) and FAK-regulated transcription factors (e.g. AP-1) to chromatin accessibility factors, such as the BAF complex and PTW/PP1 phosphatase complex. It is likely that FAK, and proteins to which it binds, scaffold chromatin remodeling proteins at target genes, such as *Il33* as we describe here, in order to determine the state of chromatin accessibility, the binding of transcription factors like AP-1 and transcription (Fig. 4G). Once IL-33 expression is activated, FAK and IL-33 bind and co-operate to regulate target gene expression (e.g. *Cxcl10*) in the nucleus by interacting with a network of chromatin modifiers and transcriptional regulators^9^.

One limitation to this study is that our ATAC-seq analysis was only performed in one species. However, we note that the HOMER tool^15^ uses motifs from a number of sources, including human and mouse. Indeed, many of the transcription factor motifs are highly conserved between related organisms, with DNA binding profiles for human and mouse transcription factors being almost identical. This high homology makes the information about transcription factors specifically interchangeable between organisms^15^. Furthermore, many transcription factors have high protein sequence homology between species. For example, mouse c-Jun is 96% homologous to its human counterpart^44^. In addition, the information used to predicted the c-Jun/CRE motif upstream of the *Il33* enhancer originated from a human ChIP-seq dataset [K562-cJun-ChIP-Seq(GSE31477)]. Therefore, our mouse c-Jun ChIP analysis at this CRE motif has experimentally confirmed that there is homology in AP-1 binding motifs between mouse and human. As such, we believe that the data presented in this manuscript are also applicable to human cell lines.

In summary, we have discovered a completely new paradigm for how FAK may regulate transcription in the nucleus, i.e. as a critical regulator of chromatin accessibility changes at biologically important target genes, such as *Il33* we show here. Translocation of FAK to the nucleus, where it can bind to factors that control chromatin accessibility, can therefore communicate extracellular cues to the gene transcription machinery in the nucleus by this route.

## Materials and methods

### FAK SCC cell line generation

Generation of the FAK SCC cell model has been described previously^10^. Briefly, K14*Cre*ER *FAK*^*flox/flox*^ in FVB mice were subjected to the dimethylbenz[*a*]anthracene/12-*O*-tetradecanoylphorbol 13-acetate two-stage cutaneous chemical carcinogenesis protocol. FAK deletion was induced by culturing excised SCC cells in 4-hydroxytamoxifen. FAK-WT, FAK kinase-deficient (FAK-kd; K454R) or FAK nuclear localization sequence-mutated (FAK-nls; R177A, R178A, R190A, R191A, R216A, R218A) constructs were stably expressed in a *FAK*^−/−^ clone using standard retroviral induction protocols (for further details, see^7,10^). 

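*Ptk2* lies on the minus strand of chromosome 15 of mm10 from 73205102 to 73423280, and its transcript Ptk2-201 has 32 exons. Lysine 454, which is changed in FAK-kd (K454R), is encoded by the codon AAA at positions 73268864 to 73268866 in exon 17. Around it this transcript reads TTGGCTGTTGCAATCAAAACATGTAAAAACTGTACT, which encodes LAVAIKTCKNCT. Of the residues changed in FAK-nls, 177 and 178 are encoded by the codons AGG and CGA, both for arginine. Residues 190, 191 and 216 are encoded by AAG in the reference and residue 218 by AAA, which are codons for lysine. No FAK-nls library is among the RNA-seq libraries.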

Cells expressing FAK-WT and FAK mutant constructs were selected using 0.25 mg/ml hygromycin.

### Tissue culture

*FAK*^−/−^ and FAK-WT-, FAK-nls- and FAK-kd-expressing SCC cell lines were cultured at 37 °C, 5% CO_2_, in 1 × Glasgow minimum essential medium (GMEM) supplemented with 10% fetal bovine serum, 1% MEM non-essential amino acids, 1% sodium pyruvate, 1% l-glutamine and 1% MEM vitamins (all from Sigma-Aldrich).

### ATAC-seq

ATAC-seq samples were prepared similarly to described previously^45^. The specific ATAC-seq protocol used in this study has been previously reported^46^. ATAC-seq data were aligned to the *Mus musculus* reference genome mm10 using the bcbio ATAC-seq pipeline^47^. Accessible regions (i.e. ATAC-seq peaks) were called from the BAM files using the MACS2 algorithm^48^ with the following parameters: -B -broad -q 0.05 -nomodel -shift -100 -extsize 200 -g 1.87e9. Differentially accessible regions between the FAK-WT-expressing cells and the *FAK*^−/−^, FAK-nls-expressing and FAK-kd-expressing cells were identified by differential peak calling using the R/Bioconductor package DiffBind^14^, where significantly different peaks were defined as those with a false discovery rate (FDR) of below or equal to 0.05. Motif-enrichment analysis was performed using HOMER^15^ following default parameters. ATAC-seq peaks were assigned to genes using ChIPseeker^17^ with the following parameters: tssRegion = c(− 500, 2000), annoDb = "org.Mm.eg.db", TxDb = TxDb.Mmusculus.UCSC.mm10.knownGene.

Set analysis of ATAC-seq data in Figs. 1B and 2B was performed using VENNy software^49^.

### siRNA transfection

FAK-WT SCC cells were transfected with either siGenome *Jun* SMARTpool (cat. no. D-001210-02-05; Dharmacon), siGenome *Jun* siRNA #1, siGenome *Jun* siRNA #2 (cat. no. MQ-043776-01-0002; Dharmacon) or non-targeting control siRNA #2 (cat. no. D-001210-02-05; Dharmacon) diluted in 500 μl Opti-MEM Reduced Serum Medium with GlutaMAX (Gibco) to a final concentration of 33 μM. Transfections were carried out using Lipofectamine RNAiMAX transfection reagent (Invitrogen) following manufacturer’s instructions. Cells were incubated in transfection mixes for 48 h before harvesting for RNA extraction or whole cell lysate preparation.

### Chromatin immunoprecipitation (ChIP)-qPCR

The ChIP-qPCR experiments were performed as described previously^50,51^. FAK-WT- and FAK-kd-expressing cells (4 × 10^6^) were plated on 10-cm dishes (Corning) and then, the following day, were formaldehyde crosslinked and fractionated as described in^50^. Sonication was carried out using a BioRupter (Diagenode) at high power for 10 min (30-s on/off cycles) to yield DNA fragments of 1000–200 bp in size. The samples were then centrifuged at 13,000 rpm for 15 min at 4 °C. The supernatant was collected and 50 µl reserved for an input sample. For immunoprecipitations, a protein A and protein G Dynabead mixture (1:1) (both from Invitrogen) was added to sonicated lysate along with 0.48 µg of c-Jun antibody (cat. no. 9165; Cell Signaling Technology) or equal amount of rabbit IgG (cat. no. 2729; Cell Signaling Technology). Immunoprecipitations were incubated at 4 °C overnight with rotation, prior to washing with 1 × RIPA 150 mM NaCl (50 mM Tris–HCl [pH 8], 150 mM NaCl, 1 mM EDTA, 0.2% SDS, 0.2% sodium deoxycholate, 1% Triton X-100), 1 × RIPA 500 mM NaCl (50 mM Tris–HCl [pH 8], 500 mM NaCl, 1 mM EDTA, 0.2% SDS, 0.2% sodium deoxycholate, 1% Triton X-100) and twice with cold Tris–EDTA (TE) buffer [10 mM Tris–HCl (pH 8), 1 mM EDTA (pH 8)], before resuspension in 200 µl of ChIP direct elution buffer (10 mM Tris–HCl [pH 8], 300 mM NaCl, 5 mM EDTA [pH 8], 0.5% SDS). Input samples were made up to 200 μl with 1 × RIPA 150 mM NaCl and 0.4% SDS. Both the input and immunoprecipitation samples were incubated for 5 h at 65 °C. The following day, the input and immunoprecipitation eluates samples were treated with 2 µl of RNaseA/T1 (Ambion) for 30 min at 37 °C and 5 µl of 10 mg/ml proteinase K (Ambion) for 1 h at 55 °C. The DNA was then purified using the QIAquick PCR purification kit (Qiagen) following manufacturer’s instructions.

ChIP and input DNA were amplified using the following primers: c-Jun motif/*Il33* enhancer, F: ACCCTGGAGTGTTCTTTGCA and R: TGCCTTCTGAAGCTTACTCGA; negative control region, F: ATGTGTGCTGTGTGTATGCC and R: ACATTAAGGGCAGGAGACGT. 

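*Il33* lies on the plus strand of chromosome 19 of mm10 from 29925114 to 29960718. The annotation gives 5 coding transcripts, and 2 of them are in its basic set, Il33-201, which starts at 29945790, and Il33-202, which starts at 29925114. Both continue at exon 2 from 29949660 to 29949767. The enhancer peak runs from 29942491 to 29942691, and its center lies at -3199 from the start of Il33-201. It falls outside Il33-201 and within intron 1 of Il33-202, at 17477 from that transcript's start. The CRE motif listed for c-Jun in this peak has the sequence TCCTGACGTCAG at an offset of -76 from the peak center, and the AP-1 motif listed for Jun has the sequence GTCTGACTCATT at an offset of 62. The promoter peak runs from 29946511 to 29946711, with its center at 821 from the start of Il33-201, and lies within intron 1 of both Il33-201 and Il33-202.

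**Figure D5:**
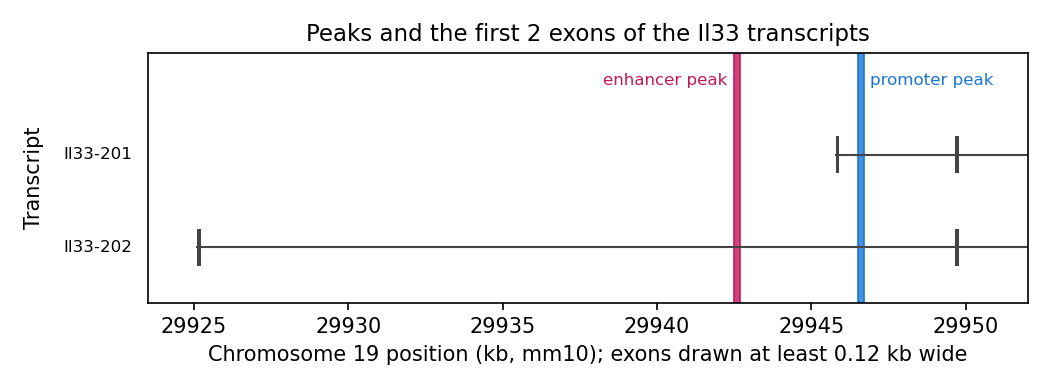
Position of the enhancer and promoter peaks (200 bp each) relative to exons 1 and 2 of Il33-201 and Il33-202, with the position on chromosome 19 of mm10 in kb on the x axis and the transcripts on the y axis. The enhancer peak lies before the start of Il33-201 and inside intron 1 of Il33-202, and the promoter peak lies inside intron 1 of both.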

ChIP-qPCR analysis was performed using SYBR Green master mix (Thermo Scientific) following manufacturer’s instructions. The following cycling conditions were used: 98 °C for 10 s, 30 × (98 °C for 10 s, 60 °C for 1 min and 72 °C for 4 min) and 72 °C for 5 min. The % input method was used for c-Jun ChIP data normalization, whereby the cycle threshold (Ct) values of the ChIP samples are divided by the Ct values of the input sample (starting amount of chromatin used for the ChIP). The input sample Ct value was first adjusted using the following equation: adjusted input = Ct of input sample − log_2_(dilution factor). Then the % input was calculated for the CRE c-Jun ChIP and the background control region upstream of the *Il33* gene using the following calculation: 100 × (PCR amplification factor)^(adjusted input − PCR Ct value(c-Jun ChIP))^. Then the % input of the CRE motif was subtracted from the % input of the background control region to determine the amount of enrichment of c-Jun binding to the CRE motif over the background control region.

### RT-qPCR

RNA extraction was performed using an RNeasy Mini kit (Qiagen) following manufacturer’s instructions. cDNA synthesis was performed using the SuperScript First-strand Synthesis System (Invitrogen) following the manufacturer’s random hexamers protocol. qRT-PCR analysis was performed using SYBR Green master mix (Thermo Scientific) following manufacturer’s instructions. The following cycling conditions were used: 98 °C for 10 s, 30 × (98 °C for 10 s, 60 °C for 1 min and 72 °C for 4 min) and 72 °C for 5 min. Primers used were as follows: *Il33*, F: GGATCCGATTTTCGAGACTTAAACAT and R: GCGGCCGCATGAGACCTAGAATGAAGT; *Cxcl10*, F: CCCACGTGTTGAGATCATTG and R: CACTGGGTAAAGGGGAGTGA; *GAPDH*, F: CTGCAGTACTGTGGGGAGGT and R: CAAAGGCGGAGTTACCAGAG. *Jun* was amplified using pre-designed primers from Qiagen (cat no. QT00296541).

### Cell lysis and immunoblotting

Cell lysis and immunoblotting was performed exactly as described previously^9^. Antibodies used in this study were as follows: IL-33 (cat. no. BAF3626; R&D Systems), c-Jun (cat. no. 9165; Cell Signaling Technology), Phospho-FAK (Tyr397) (cat. no. 3283; Cell Signaling Technology), Phospho-c-Jun (Ser73) (cat. no. 3270; Cell Signaling Technology), GAPDH (cat. no. 5174; Cell Signaling Technology).

### FAK kinase inhibitor treatment

FAK-WT SCC cells were treated with 250 nM VS4718 (Selleckchem) for 24 h, prior to cell lysis and immunoblotting.

### RNA-seq

RNA was extracted from FAK-WT, *FAK*^−/−^ and FAK-kd SCC cells using an RNeasy kit (Qiagen) following manufacturer’s instructions. To verify sample purity, the samples were run on a 2100 Bioanalyzer using the Bioanalyzer RNA 6000 pico assay (both Agilent). Samples that achieved an RNA integrity number (RIN) of 8 or above were considered suitable purity for sequencing. Samples were prepared for sequencing using the TruSeq RNA Library Prep Kit v2 (low-sample protocol) (Illumina) and paired-end sequenced using a HiSeq 4000 platform (Illumina) at BGI.

Transcript abundance was determined using the pseudoalignment software kallisto^52^ on the mouse transcriptome database acquired using the kallisto index, implementing default parameters. Quality control was performed on the kallisto output using MultiQC software (https://github.com/ewels/MultiQC). Transcript abundance was summarized to gene level and imported into the differential expression analysis R package DESeq2^53^ using the R package tximport^54^. 

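Of the 19044 identifiers in the gene-level table, 18856 matched a gene symbol and 188 did not. None of them had zero counts in every library. Among the 11875 identifiers with a mean count of at least 10, 83 had the same counts as another identifier in all 9 libraries, in 40 groups. *Rhox5* is one of them, since its counts are also listed under ENSMUSG00000097306. Such pairs enter the counts of genes more than once when identifiers are counted.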

Genes which had zero read counts were removed prior to differential expression analysis.

Differential expression analysis was performed using DESeq2 using default parameters, where FAK-WT vs *FAK*^−/−^ and FAK-WT vs FAK-kd SCC cell line gene read counts were compared. The Wald test was used for hypothesis testing in DESeq2, and all *P*-values were corrected for multiple testing using the Benjamini–Hochberg method. 

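Without the minimum fold change, 3422 genes differed between FAK-WT and *FAK*-/- cells and 3376 between FAK-WT and FAK-kd cells at an adjusted p-value of 0.05 or below (edgeR's quasi-likelihood test). With both criteria, 1024 and 1001 genes remained. With glmTreat, which places the fold-change minimum inside the test, 433 and 450 genes passed, all of them among the 1024 and 1001. With DESeq2's current defaults, 747 and 754 genes passed both criteria, of which 738 and 742 were also past them in edgeR.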

Transcripts that acquired a Benjamini–Hochberg corrected P-value of 0.05 or below and a log_2_-transformed fold change in expression of ≥ 1 or ≤ – 1 were considered significantly different between the cell lines. RNA-seq results from FAK-WT and *FAK*^−/−^ cells were previously analyzed^38^; RNA-seq data from all cell lines (Supplementary Data S2) were deposited in the NCBI Gene Expression Omnibus (GEO)^55^ (GEO series accession number: GSE147670).

### Protein domain-enrichment analysis

Protein domain-enrichment analysis was performed for SMART domains using DAVID^56,57^. All terms that acquired a Benjamini–Hochberg corrected P-value of below 0.05 were considered statistically significant.

### Network analysis

Network analysis was performed using Ingenuity Pathway Analysis (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis). The following parameters were used for network construction: database sources (Ingenuity expert information, protein–protein interaction database, BioGrid, IntAct), direct interaction, experimentally observed, protein–protein and functional interactions, mammalian interactions only. All networks were exported into Cytoscape^58^, and the NetworkAnalyzer plugin^59^ was used to visualize the most connected nodes in the networks before applying yFiles layout algorithms (yWorks).

### Statistical analysis

Statistical analysis was performed using Prism 8 (GraphPad Software). All *P*-values below 0.05 were considered statistically significant.

## Supplementary Information

Supplementary Data S1.

Supplementary Data S2.

Supplementary Data S3.

Supplementary Information.

## Data Availability

The RNA-seq and ATAC-seq data have been deposited in the Gene Expression Omnibus and are accessible through GEO series accession identifiers GSE147670 and GSE161022, respectively.

## References

[1] Agochiya M (1999). Increased dosage and amplification of the focal adhesion kinase gene in human cancer cells. Oncogene.

[2] Owens LV (1995). Overexpression of the focal adhesion kinase (p125FAK) in invasive human tumors. Cancer Res..

[3] Jiang H (2016). Targeting focal adhesion kinase renders pancreatic cancers responsive to checkpoint immunotherapy. Nat. Med..

[4] Lim S-T (2008). Nuclear FAK promotes cell proliferation and survival through FERM-enhanced p53 degradation. Mol. Cell.

[5] Lim S-T (2012). Nuclear-localized focal adhesion kinase regulates inflammatory VCAM-1 expression. J. Cell Biol..

[6] Canel M (2017). Nuclear FAK and Runx1 cooperate to regulate IGFBP3, cell-cycle progression, and tumor growth. Cancer Res..

[7] Serrels A (2015). Nuclear FAK controls chemokine transcription, Tregs, and evasion of anti-tumor immunity. Cell.

[8] Lu B, Yang M, Wang Q (2016). Interleukin-33 in tumorigenesis, tumor immune evasion, and cancer immunotherapy. J. Mol. Med. (Berl).

[9] Serrels B (2017). IL-33 and ST2 mediate FAK-dependent antitumor immune evasion through transcriptional networks. Sci. Signal..

[10] Serrels A (2012). The role of focal adhesion kinase catalytic activity on the proliferation and migration of squamous cell carcinoma cells. Int. J. Cancer.

[11] Li Z (2019). Identification of transcription factor binding sites using ATAC-seq. Genome Biol..

[12] Pennacchio LA, Bickmore W, Dean A, Nobrega MA, Bejerano G (2013). Enhancers: Five essential questions. Nat. Rev. Genet..

[13] Maston GA, Evans SK, Green MR (2006). Transcriptional regulatory elements in the human genome. Annu. Rev. Genomics Hum. Genet..

[14] Ross-Innes CS (2012). Differential oestrogen receptor binding is associated with clinical outcome in breast cancer. Nature.

[15] Heinz S (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol. Cell.

[16] Bysani M (2019). ATAC-seq reveals alterations in open chromatin in pancreatic islets from subjects with type 2 diabetes. Sci. Rep..

[17] Yu G, Wang L-G, He Q-Y (2015). ChIPseeker: An R/Bioconductor package for ChIP peak annotation, comparison and visualization. Bioinformatics.

[18] Eferl R, Wagner EF (2003). AP-1: A double-edged sword in tumorigenesis. Nat. Rev. Cancer.

[19] Martin LJ, Tremblay JJ (2009). The nuclear receptors NUR77 and SF1 play additive roles with c-JUN through distinct elements on the mouse Star promoter. J. Mol. Endocrinol..

[20] Wulf GM (2001). Pin1 is overexpressed in breast cancer and cooperates with Ras signaling in increasing the transcriptional activity of c-Jun towards cyclin D1. EMBO J..

[21] Chen BK, Chang WC (2000). Functional interaction between c-Jun and promoter factor Sp1 in epidermal growth factor-induced gene expression of human 12(S)-lipoxygenase. Proc. Natl. Acad. Sci. U.S.A..

[22] Palumbo-Zerr K (2015). Orphan nuclear receptor NR4A1 regulates transforming growth factor-β signaling and fibrosis. Nat. Med..

[23] Baumann M, Pontiller J, Ernst W (2010). Structure and basal transcription complex of RNA polymerase II core promoters in the mammalian genome: An overview. Mol. Biotechnol..

[24] Schonthaler HB, Guinea-Viniegra J, Wagner EF (2011). Targeting inflammation by modulating the Jun/AP-1 pathway. Ann. Rheum. Dis..

[25] Jiao X (2010). c-Jun induces mammary epithelial cellular invasion and breast cancer stem cell expansion. J. Biol. Chem..

[26] Zenz R (2005). Psoriasis-like skin disease and arthritis caused by inducible epidermal deletion of Jun proteins. Nature.

[27] Davis RJ (2000). Signal transduction by the JNK group of MAP kinases. Cell.

[28] Schlaepfer DD, Hanks SK, Hunter T, van der Geer P (1994). Integrin-mediated signal transduction linked to Ras pathway by GRB2 binding to focal adhesion kinase. Nature.

[29] Ashton GH (2010). Focal adhesion kinase is required for intestinal regeneration and tumorigenesis downstream of Wnt/c-Myc signaling. Dev. Cell.

[30] Gao C (2015). FAK/PYK2 promotes the Wnt/β-catenin pathway and intestinal tumorigenesis by phosphorylating GSK3β. Elife.

[31] Hwang S-G, Yu S-S, Lee S-W, Chun J-S (2005). Wnt-3a regulates chondrocyte differentiation via c-Jun/AP-1 pathway. FEBS Lett..

[32] Cardoso AC (2016). FAK forms a complex with MEF2 to couple biomechanical signaling to transcription in cardiomyocytes. Structure.

[33] Guo B (2006). The LIM domain protein LPP is a coactivator for the ETS domain transcription factor PEA3. Mol. Cell Biol..

[34] Shibanuma M (2003). Hic-5 communicates between focal adhesions and the nucleus through oxidant-sensitive nuclear export signal. Mol. Biol. Cell.

[35] Chodankar R, Wu D-Y, Schiller BJ, Yamamoto KR, Stallcup MR (2014). Hic-5 is a transcription coregulator that acts before and/or after glucocorticoid receptor genome occupancy in a gene-selective manner. Proc. Natl. Acad. Sci. U.S.A..

[36] Sathe AR, Shivashankar GV, Sheetz MP (2016). Nuclear transport of paxillin depends on focal adhesion dynamics and FAT domains. J. Cell Sci..

[37] Marášek P (2015). Paxillin-dependent regulation of IGF2 and H19 gene cluster expression. J. Cell Sci..

[38] Byron, A. *et al.* Characterisation of a nucleo-adhesome in squamous cell carcinoma cells (2021).

[39] Lee BH, Stallcup MR (2018). Different chromatin and DNA sequence characteristics define glucocorticoid receptor binding sites that are blocked or not blocked by coregulator Hic-5. PLoS ONE.

[40] Vierbuchen T (2017). AP-1 transcription factors and the BAF complex mediate signal-dependent enhancer selection. Mol. Cell.

[41] Lee J-H, You J, Dobrota E, Skalnik DG (2010). Identification and characterization of a novel human PP1 phosphatase complex. J. Biol. Chem..

[42] Gatchalian J (2018). A non-canonical BRD9-containing BAF chromatin remodeling complex regulates naïve pluripotency in mouse embryonic stem cells. Nat. Commun..

[43] Liu H, Kang H, Liu R, Chen X, Zhao K (2002). Maximal induction of a subset of interferon target genes requires the chromatin-remodeling activity of the BAF complex. Mol. Cell Biol..

[44] Mechta-Grigoriou F, Gerald D, Yaniv M (2001). The mammalian Jun proteins: Redundancy and specificity. Oncogene.

[45] Buenrostro JD, Wu B, Chang HY, Greenleaf WJ (2015). ATAC-seq: A method for assaying chromatin accessibility genome-wide. Curr. Protoc. Mol. Biol..

[46] Brunton H (2020). HNF4A and GATA6 loss reveals therapeutically actionable subtypes in pancreatic cancer. Cell Rep..

[47] *Pipelines—bcbio-nextgen 1.1.5 documentation.*https://bcbio-nextgen.readthedocs.io/en/latest/contents/atac.html (2020)

[48] Zhang Y (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol..

[49] Oliveros, J. C. *Venny. An interactive tool for comparing lists with Venn’s diagrams.*https://bioinfogp.cnb.csic.es/tools/venny/index.html (2007).

[50] Kimura H, Hayashi-Takanaka Y, Goto Y, Takizawa N, Nozaki N (2008). The organization of histone H3 modifications as revealed by a panel of specific monoclonal antibodies. Cell Struct. Funct..

[51] Nozawa R-S (2013). Human inactive X chromosome is compacted through a PRC2-independent SMCHD1-HBiX1 pathway. Nat. Struct. Mol. Biol..

[52] Bray NL, Pimentel H, Melsted P, Pachter L (2016). Near-optimal probabilistic RNA-seq quantification. Nat. Biotechnol..

[53] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[54] Soneson C, Love MI, Robinson MD (2015). Differential analyses for RNA-seq: Transcript-level estimates improve gene-level inferences. F1000Res.

[55] Edgar R, Domrachev M, Lash AE (2002). Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res..

[56] Huang DW, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat. Protoc..

[57] Huang DW, Sherman BT, Lempicki RA (2009). Bioinformatics enrichment tools: Paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res..

[58] Shannon P (2003). Cytoscape: A software environment for integrated models of biomolecular interaction networks. Genome Res..

[59] Assenov Y, Ramírez F, Schelhorn S-E, Lengauer T, Albrecht M (2008). Computing topological parameters of biological networks. Bioinformatics.

# Supplementary material for: FAK regulates IL-33 expression by controlling chromatin accessibility at c-Jun motifs
**Source:** Sci Rep. 2021 Jan 8;11:229. doi: 10.1038/s41598-020-80111-9
**Supplement:** Supplementary file 4 — Supplementary Information.

Supplementary Information for:

**FAK regulates IL-33 expression by controlling chromatin accessibility at c-Jun motifs**

Billie G. C. Griffith,<sup>1+</sup> Rosanna Upstill-Goddard,<sup>2+</sup> Holly Brunton,<sup>2,3</sup> Graeme R. Grimes,<sup>4</sup>  
Andrew V. Biankin,<sup>2</sup> Bryan Serrels,<sup>2†\*</sup> Adam Byron,<sup>1\*</sup> Margaret C. Frame<sup>1\*</sup>

**Table of contents**

**Supplementary Figure S1.** ATAC-seq analysis of FAK SCC cell lines.

**Supplementary Figure S2.** Connections between potential nuclear FAK binders and the IL-33 regulator Tbp.

**Supplementary Figure S3.** Full length immunoblots for Figure 4C.

**Supplementary Figure S4.** FAK regulates pS73-c-Jun and c-Jun levels.

**Supplementary Figure S5.** Full length immunoblot images for Supplementary Figure S4.

**Supplementary Table S1.** ATAC-seq statistics.

**A**

| Sample name                 | Total ATAC-seq peaks |
|-----------------------------|----------------------|
| FAK-WT1                     | 53,728               |
| FAK-WT2                     | 39,056               |
| <i>FAK</i> <sup>-/-</sup> 1 | 43,153               |
| <i>FAK</i> <sup>-/-</sup> 2 | 35,256               |
| FAK-nls1                    | 24,402               |
| FAK-nls2                    | 24,974               |
| FAK-kd1                     | 32,961               |
| FAK-kd2                     | 45,956               |

**B**

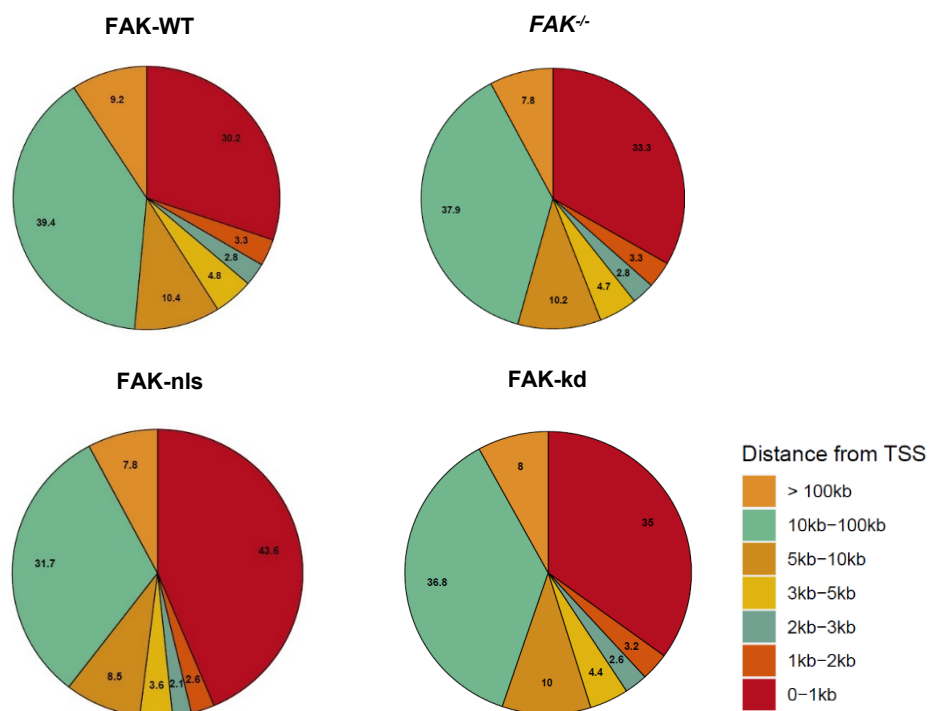

**Supplementary Figure S1. ATAC-seq analysis of FAK SCC cell lines.** **A.** Total number of ATAC-seq peaks identified for each replicate for each of the *FAK*<sup>-/-</sup>, FAK-WT, FAK-nls and FAK-kd SCC cells. Numbers appended to sample names indicate the biological replicate number for the respective cell line. **B.** Pie charts indicating the mean relative distributions of ATAC-seq peaks for each cell line, binned by distance upstream from transcriptional start sites (TSS) of genes across the genome. *n* = 2 biological replicates.

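In ATAC-seq, a transposase inserts sequencing adapters where DNA is accessible, so reads collect at open chromatin, and a peak is a region where they collect above background. The number of peaks called in a library can depend on its sequencing depth as well as on the chromatin. Panel B assigns each peak to a distance bin from the nearest transcriptional start site and averages the shares over the replicates of a cell line. The RNA-seq libraries are a separate set of samples and do not enter this figure.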

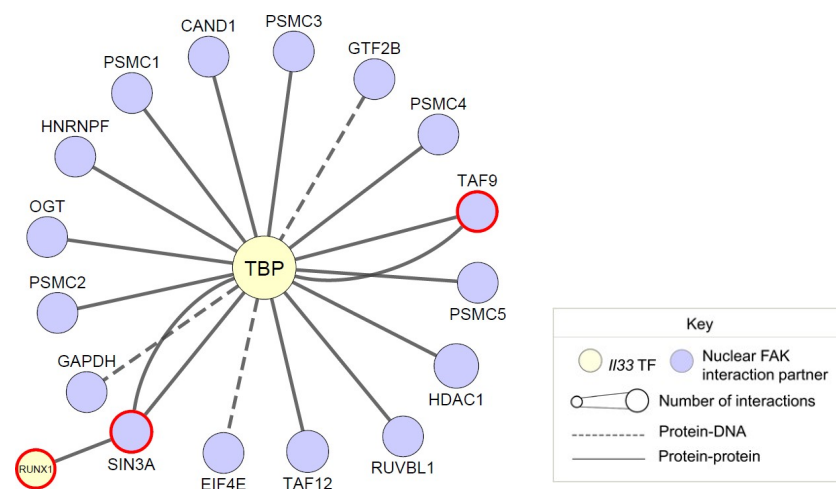

**Supplementary Figure S2. Connections between potential nuclear FAK binders and the //33 regulator Tbp.** A previously published nuclear FAK interactome dataset [7] was integrated with the predicted transcription factors on the //33 promoter/enhancer regions. Upstream, mammalian interactions between the FAK nuclear interactors and Tbp in FAK-WT-expressing cells were used to construct the network. The node for Tbp is colored yellow; nodes for all potential FAK interactors that bind to predicted //33 motifs are colored purple. Red node borders indicate proteins identified as FAK interactors by previous validation experiments [6,7]. The yFiles Organic layout algorithm was applied to the network.  $n = 2$  biological replicates for the ATAC-seq dataset;  $n = 3$  biological replicates for the proteomics dataset.

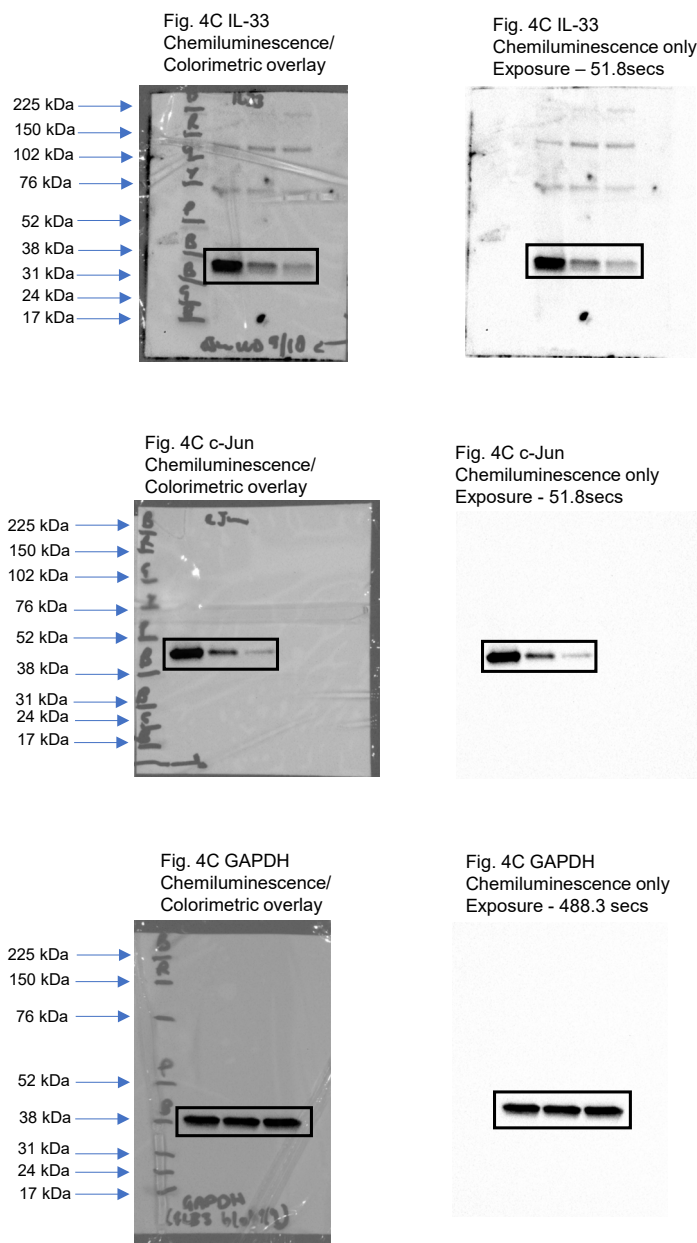

**Supplementary Figure S3. Full length immunoblot images for Figure 4C.** Images were taken using the Universal Hood 3 Bio-Rad Imager (Bio-Rad Laboratories). Chemiluminescence images were taken at various exposures (as indicated in text above right panels). Additionally, a colorimetric image was acquired to visualise protein markers, which was then overlaid onto the chemiluminescence image to confirm the protein bands on the gel match the molecular weight of the protein of interest. In left panel, chemiluminescence images are shown overlaid with the colorimetric images to show the location of the protein markers (highlighted with black marker written on blot) with respect to the protein bands (left panels). Chemiluminescence images of the full length blots are shown to the right panel. The specific panel in Figure 4C which the full length blots correspond to are indicated in text above the blots. Black rectangle highlights the protein band of interest. Amersham™ ECL™ Rainbow™ Marker - Full range (GE healthcare) was used for the protein ladder.

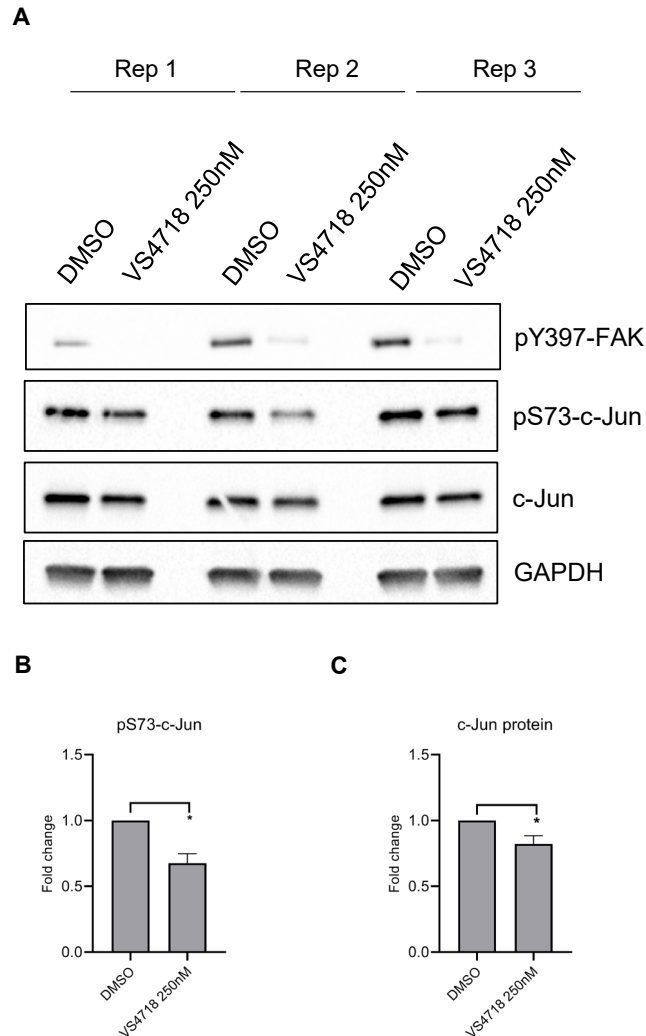

**Supplementary Figure S4. FAK regulates pS73-c-Jun and c-Jun levels.** **A.** FAK-WT-expressing cells were treated with 250nM VS4718 for 24 hours and whole cell lysates were subjected to SDS-PAGE analysis. Blots were stained with pY397-FAK, pS73-c-Jun, c-Jun and GAPDH antibodies. All three replicates shown (rep). The same samples were run on a separate blot to investigate effects of FAK kinase inhibition on total c-Jun expression. Full length blots are available in Supplementary Figure S5. **B.** pS73-Jun and **C.** Jun protein expression was quantified by densitometry using ImageJ/Fiji software (v2.1.0, [imagej.net/Fiji](https://imagej.net/Fiji)) and values were normalized to GAPDH densitometry values. Unpaired t-test used to determine statistical significance.  $n = 3$  biological replicates. \*  $P$ -value  $\leq 0.05$

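Densitometry sums the signal of a band on a blot image. Dividing it by the signal of GAPDH, a protein used as a loading control, adjusts for differences in the amount of lysate between lanes. Phosphorylated and total c-Jun were read from separate blots of the same samples, so each is scaled to GAPDH and not to the other.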

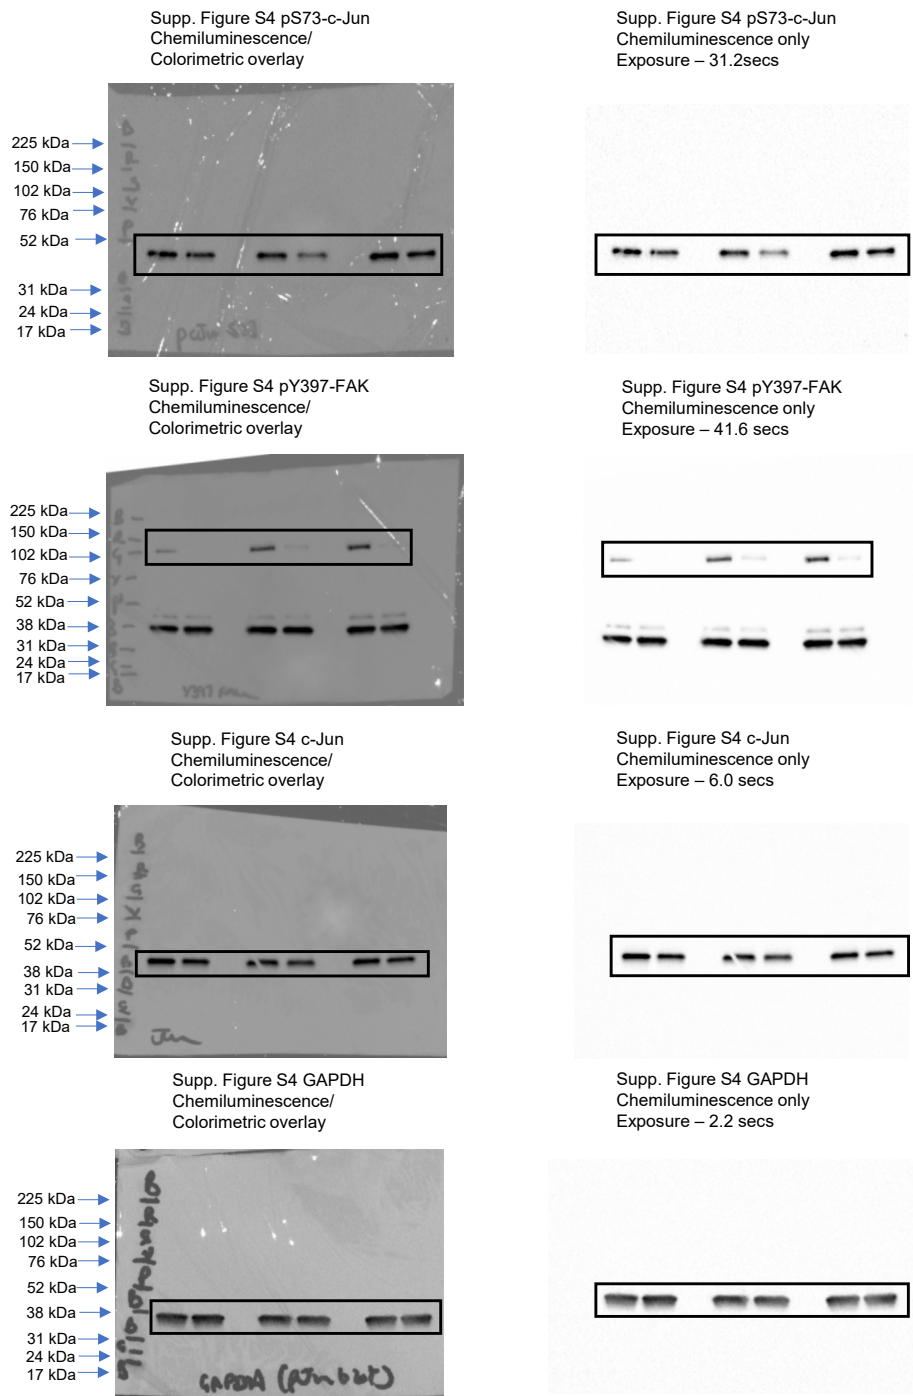

**Supplementary Figure S5. Full length immunoblot images for Supplementary Figure S4.** Images were taken using the Universal Hood 3 Bio-Rad Imager (Bio-Rad Laboratories). Chemiluminescence images were taken at various exposures (as indicated in text above right panels). Additionally, a colorimetric image was acquired to visualize protein markers, which was then overlaid onto the chemiluminescence image to confirm the protein bands on the gel match the molecular weight of the protein of interest. In left panel, chemiluminescence images are shown overlaid with the colorimetric images to show the location of the protein markers (highlighted with black marker written on blot) with respect to the protein bands (left panels). Chemiluminescence images of the full length blots are shown to the right panel. The specific panel in Supplementary Figure S4 which the full length blots correspond to are indicated in text above the blots. Black rectangle highlights the protein band of interest. Amersham™ ECL™ Rainbow™ Marker - Full range (GE healthcare) was used for the protein ladder.

| Sample                      | % duplications | Error rate | Reads mapped ( $\times 10^6$ ) | Total seq. ( $\times 10^6$ ) | % GC |
|-----------------------------|----------------|------------|--------------------------------|------------------------------|------|
| FAK-WT1                     | 32.80%         | 1.92%      | 82.9                           | 130.9                        | 46%  |
| FAK-WT2                     | 35.60%         | 1.78%      | 77.6                           | 111.5                        | 44%  |
| <i>FAK</i> <sup>-/-</sup> 1 | 31.80%         | 1.94%      | 82.2                           | 131.0                        | 44%  |
| <i>FAK</i> <sup>-/-</sup> 2 | 32.90%         | 1.94%      | 81.6                           | 133.8                        | 44%  |
| FAK-nls1                    | 36.70%         | 2.05%      | 65.0                           | 112.9                        | 46%  |
| FAK-nls2                    | 46.10%         | 1.80%      | 77.7                           | 120.0                        | 44%  |
| FAK-kd1                     | 20.20%         | 2.14%      | 57.7                           | 101.5                        | 46%  |
| FAK-kd2                     | 26.20%         | 2.01%      | 55.4                           | 91.6                         | 46%  |

**Supplementary Table S1. ATAC-seq statistics.** General sequencing statistics of ATAC-seq analysis of FAK SCC cell lines. Total sequences (seq.) represent sequencing depth. % GC, proportion of guanine–cytosine content of the sequences. Numbers appended to sample names indicate the biological replicate number for the respective cell line.

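The table describes the sequenced ATAC-seq reads before peaks are called. A difference in total sequences between replicates can change how many peaks are detected. The peak totals did not simply follow it. The replicate with more total sequences had more peaks in FAK-WT and FAK-nls cells and fewer in *FAK*-/- and FAK-kd cells. A difference in GC content can come from how fragments were amplified as well as from the regions they cover.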

How the deposited data were processed for this re-analysis (not part of the article)

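RNA-seq libraries were analysed from mouse SCC cells of 3 cell lines, *FAK*-/-, FAK-WT-expressing and FAK-kd-expressing cells, with 3 biological replicates each. The cell line of each library was taken from the sample titles and labels, and the replicate numbers from the titles. The ATAC-seq, ChIP-qPCR and immunoblot data of the paper were not among the files and were not analysed.

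The authors pseudoaligned the paired-end reads to a mouse transcriptome with kallisto under default parameters and summarized transcript abundance to genes with tximport. The deposited values are these expected counts (kallisto's estimated counts), rounded to whole numbers, for 19044 Ensembl gene identifiers. The authors did not scale the deposited estimated counts to library size, and genes with zero counts in every library had been removed before deposit. The column sums differ between libraries, and no identifier is at zero in all 9 columns. The transcript lengths that tximport can pass on to DESeq2 are not in the table, so no correction for transcript length was entered. The paper's text and supplements do not name the transcriptome release or the DESeq2 version.

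Gene symbols, positions, transcript length and GC content were taken from the GENCODE annotation of mm10. Reads shared between genes were approximated by the share of each gene's 31-base words that also occur in transcripts of another gene, counted on 1 in 16 words.

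The libraries held between 779755 and 37264636 counts, with medians of 34542711 in FAK-WT, 31266077 in *FAK*-/- and 34100748 in FAK-kd cells. FAK-WT replicate 1 was kept in the analysis at its depth of 779755 counts. Counting errors and the floor of 3 counts cover counting error only. Where every library of a group had at most 3 counts, a lower bound on the fold change was computed for single genes. It was taken against 3 counts in each of the group's libraries. Counts of genes past the threshold use edgeR's estimates.

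Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Libraries were normalized with TMM, dispersions were estimated with estimateDisp, and the quasi-likelihood test (glmQLFit and glmQLFTest) was applied to all genes in 1 fit of the 9 libraries with the cell line as the only factor. The fit held all 3 groups because the paper's supplementary table gives the same base mean in both of its comparisons. The comparisons were FAK-WT against *FAK*-/- cells, FAK-WT against FAK-kd cells, and FAK-kd against *FAK*-/- cells, which the paper does not report. A gene was past the threshold at a Benjamini–Hochberg adjusted p-value of 0.05 or below and a log2 fold change of at least 1 or at most -1, as in the paper's methods. For single genes, CPM (counts scaled to library size) were compared with an exact permutation test, whose smallest p for 3 libraries against 3 is 0.1. Expression of the AP-1 and ETS family members that the paper's text names was tested with camera (limma 3.58.1, two-sided, inter-gene correlation 0.01) on log2 CPM with a prior count of 2, for the members kept by filterByExpr.

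The genes named in the text are those that the paper's text and Fig. 2B name and, for each comparison and direction, the 5 genes with the largest log2 fold change among those past the threshold, with a mean normalized count of at least 100 and no overlap between the replicates of both groups. From these, the genes with values in the text were chosen for length. *Serinc3* and *Clcn5* are outside this rule, as are the Y-linked genes other than *Uba1y*, and were chosen after their values were seen.

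The alternatives tried were DESeq2 1.42.0 with its current defaults, DESeq2 with betaPrior = TRUE, DESeq2's size factors in edgeR, library size in place of TMM, filterByExpr, a minimum of 10 counts in every library, fits of only the groups compared, a replicate block, no fold-change minimum, glmTreat against a log2 fold change of 1, counting distinct gene symbols, a prior count of 0.5 for the gene families, and leaving out each library in turn. A correction of each library for GC content, with a lowess trend entered as offsets, was added after the data were seen. Replicate numbers were not used as a block in the reported fit, since the paper states no pairing. Log2 deviations from the group mean correlated across genes with a mean r of -0.00771 between libraries with the same number in different cell lines (9 pairs) and 0.00354 between libraries with different numbers (18 pairs). Genes are not independent replicates, and no sequencing batch is given in the labels.

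The steps were tested on simulated data with the depths of the 9 libraries, in which 200 genes had a log2 fold change of 2 in size. In the simulation edgeR recovered 180 of them (90.0%) in the *FAK*-/- comparison and 184 (92.0%) in the FAK-kd comparison, with 19 and 22 other calls among 18408 genes. DESeq2's current defaults recovered 173 and 174, with 6 and 3 other calls. The setting betaPrior = TRUE recovered 122 and 123, with 0 other calls in each comparison. Set against all of edgeR's calls, its 19 and 22 are a larger share than the limit on the adjusted p-value is meant to allow. The reported counts of genes past the threshold may thus hold more false calls than that limit implies. With no gene changed, at most 15 genes were called in any comparison. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.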

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

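The test of reads shared between genes was chosen only after the result was seen. FAK-kd and *FAK*-/- cells were compared directly, which the paper does not report. In FAK-kd cells, 174 genes had higher and 208 genes had lower expression than in *FAK*-/- cells, at the threshold used for the other comparisons (edgeR's quasi-likelihood test, p-values adjusted over all genes). Without the fold-change minimum, 1494 genes differed. No control libraries show how many genes to expect from cells that do not differ, but on simulated data without a difference between these groups 13 genes passed. The libraries of the groups did not overlap in 4325 of 12235 genes (35.4%), where chance gives 10%. *Ptk2* was higher in FAK-kd cells, with a log2 fold change of 2.91 (standard error 0.08). Among the other genes named by rule, *Arrb1* (3.61) and *Gas7* (3.02) were higher and *Klf8* (-4.68) was lower in FAK-kd cells. Of the 174 genes, 71 were also higher in FAK-WT than in *FAK*-/- cells, 24 were lower there, and 79 were not past the threshold there. Of the 208 genes, 94 were also lower in FAK-WT than in *FAK*-/- cells, 29 were higher there, and 85 were not past the threshold there. The difference between these effects of FAK-WT and FAK-kd is the comparison of FAK-WT with FAK-kd cells, in which 1001 genes passed. In 74 of the 382 genes, 1 of the groups had at most 3 counts in every library. The counts set only a lower bound on their fold changes, which edgeR's estimates can exceed.

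With the 6 libraries thinned to the smallest total, 356 genes passed, so that a difference in depth does not account for the count. The log2 fold changes fell with the GC content of transcripts, with a Spearman correlation of -0.248 across genes, which are not independent replicates. Without *FAK*-/- replicate 3 the correlation was 0.00626 and 393 genes passed. After a correction of each library for GC content, 414 genes passed, and 366 of the 382 genes (95.8%) remained among them. The GC trend thus does not fully explain the count. The correlation with transcript length was 0.0756 across genes. Among genes kept by filterByExpr that had transcript sequences to compare, those that share 31-base words with other genes made up 24.6% of 342 genes past the threshold and 26.0% of all 12144, a ratio of 0.946. Genes in runs of 100 neighboring genes with a shifted median made up 31 of 344 genes past the threshold (9.01%) and 6.58% of all genes, so that such regions hold a small part of the count. Of the 4 splits of the 6 libraries that part all 3 pairs with the same replicate number, 1, the real split, gave as many genes. In the other 9 splits at most 1 gene passed, and between 369 and 1002 genes had an unadjusted p-value under 0.05, against 3890 in the real split. The other 6 of the 10 splits part only 1 such pair. With 4 splits the share cannot fall under 0.05, so that this test alone cannot decide on an accidental split.

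Thinning to the same depth and the GC correction leave most of the count in place. For transcript length and shared reads no count was taken again, and the correlation of 0.0756 and the ratio of 0.946 give no sign of either. A hypothesis that remains is that FAK without kinase activity may change the expression of some genes relative to cells without FAK. Another is that the cell lines may have diverged in culture, since each of them is a single population and its replicates do not sample that divergence. The paper describes hygromycin selection for the cells that carry a construct and not for *FAK*-/- cells. The data do not separate an effect of FAK-kd from these differences.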

How the results depend on the processing

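The alternatives and the rule for naming genes were set before the data were examined, apart from a correction of each library for GC content, which was added after the data were seen. The reported counts were 442 genes higher and 582 lower in FAK-WT than in *FAK*-/- cells, 451 higher and 550 lower than in FAK-kd cells, and 269 higher and 374 lower in both comparisons. In FAK-kd cells, 174 genes were higher and 208 lower than in *FAK*-/- cells.

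These counts moved most under the following settings. With DESeq2 and betaPrior = TRUE they were 160 and 235, 153 and 238, 93 and 147 in both, and 70 and 66. All 395, 391 and 136 genes of this setting were among those reported. With at least 10 counts in every library they were 79 and 81, 62 and 69, 39 and 46 in both, and 25 and 25, and 9 of the 36 genes of Fig. 2B passed. Of these genes, 157 of 160, 131 of 131 and 49 of 50 were among those reported. With no fold-change minimum they were 1526 and 1896, 1443 and 1933, 857 and 1258 in both, and 756 and 738. With glmTreat they were 171 and 262, 193 and 257, 99 and 177 in both, and 56 and 61. Of the 36 genes of Fig. 2B, 32 passed with glmTreat, which left out *Il33* over *FAK*-/- cells, and 34 with betaPrior = TRUE. With DESeq2's current defaults, 127 genes were lower in FAK-kd than in *FAK*-/- cells, and the counts of the other comparisons were 306 and 441 and 315 and 439. On simulated data betaPrior = TRUE shrank a log2 fold change of 2 to medians of 1.22 and 1.21. It recovered 122 and 123 of 200 changed genes there, where edgeR recovered 180 and 184, so shrinkage can lose calls. It also made 0 calls among unchanged genes in each comparison, where edgeR made 19 and 22. In the data it moved *Rhox5* over *FAK*-/- cells from 2.08 with DESeq2's current defaults to 1.96, and *Ccl5* from 2.41 to 1.15. The simulation thus does not give the size of the loss in the data. The setting with no fold-change minimum and glmTreat change the criterion applied to the same fit. The minimum of 10 counts in every library left 8083 of 19044 genes to be tested. Why DESeq2's current defaults gave lower counts was not tested.

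With the replicate number as a replicate block, 379 genes were higher and 562 lower in FAK-WT than in *FAK*-/- cells, where 442 and 582 were without it. Against FAK-kd cells the counts were 371 and 519 with the replicate block and 451 and 550 without it, and for FAK-kd against *FAK*-/- cells 170 and 189 with it and 174 and 208 without it. The log2 fold change of *Il33* with the replicate block was 1.25 against 1.28 over *FAK*-/- cells and 2.13 against 2.14 over FAK-kd cells, and all 36 genes of Fig. 2B passed. On simulated data the replicate block gave 49 and 47 calls among unchanged genes in the FAK-WT comparisons, and the fit without it gave 19 and 22.

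Across the 9 fits that each left out 1 library, 325 to 460 genes were higher and 437 to 582 lower in FAK-WT than in *FAK*-/- cells, and 336 to 542 higher and 441 to 610 lower than in FAK-kd cells. In both comparisons, 195 to 290 were higher and 293 to 378 lower. In FAK-kd cells, 128 to 195 were higher and 136 to 214 lower than in *FAK*-/- cells. In each of these fits, 36 genes of Fig. 2B passed in both comparisons. *Il33* ranged from 1.13 to 1.39 and from 1.93 to 2.28, and *Ptk2* from 3.25 to 3.38 and from 0.38 to 0.47. The median of the ETS genes over FAK-kd cells ranged from -0.12 to 0.00105, and reversed without FAK-WT replicate 1, and the cause was not tested. *Serinc3*, at 0.027 over *FAK*-/- cells, ranged from -0.072 to 0.11 and was -0.061 with the GC correction, which is within its standard error of 0.08. For single genes named outside the main results, glmTreat and the setting without a fold-change minimum are left out of the following counts. Under the other alternatives that gave values for these genes, 615 of their values kept their direction and side of the threshold. Apart from these 2 reversals of *Serinc3*, 5 values came to pass the threshold and 2 no longer did. The 5 are *Il33* for FAK-kd over *FAK*-/- cells without *FAK*-/- replicate 3, *Vcam1* in 3 of the fits that left out a library, and *Clcn5* without *FAK*-/- replicate 2. The 2 are *Akap13* with betaPrior = TRUE and with filterByExpr.

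The counts of the FAK-WT comparisons stayed within 1.5 times those reported with DESeq2's size factors, library size, filterByExpr, fits of the 2 groups compared and the GC correction. Counting distinct gene symbols merged no genes past the threshold (the copy of *Rhox5*, for example, carries no symbol), and so shows nothing about duplicates. With the GC correction they were 472 and 579, and 482 and 567. The medians of the AP-1 genes kept their direction under each of the scalings and in each fit that left out a library.

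The depth of FAK-WT replicate 1, 779755 counts, limits the genes of low expression, since 3 counts in it are 3.85 CPM. Some genes past the threshold had at most 3 counts in every library of a group. They were 224 of 1024, 252 of 1001 and 74 of 382, and the counts set only a lower bound on their fold changes. Of the 10 ETS genes, 4 were kept by filterByExpr, and the other 6 had few counts in the deeper libraries as well.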

Differences from the paper's values

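The paper's supplementary table lists 145 genes as higher and 255 as lower in FAK-WT than in *FAK*-/- cells, where 442 and 582 were found. Of the alternatives set before the data were examined, DESeq2 with betaPrior = TRUE (160 and 235) and glmTreat (171 and 262) came within 1.5 times of the paper's counts, and none of the others did. For FAK-WT against FAK-kd cells the paper's table, as it was read, lists 150 higher and 150 lower genes, where 451 and 550 were found. The list of lower genes ends at -1.29, short of the threshold, and may not be complete. For the higher genes, betaPrior = TRUE (153) and glmTreat (193) came within 1.5 times of the paper's count. For the lower genes none of the alternatives did, and betaPrior = TRUE gave 238. Of the genes in the paper's lists, 143 of 145, 255 of 255, 150 of 150 and 150 of 150 were also past the threshold. With betaPrior = TRUE, whose counts lay closer, 126 of 145, 211 of 255, 122 of 150 and 145 of 150 were.

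Of 26 log2 fold changes set against the paper's, 21 differed by more than the larger standard error, and 12 did with betaPrior = TRUE. For *Il33* the paper's values are 1.06 over *FAK*-/- cells and 1.77 over FAK-kd cells, where 1.28 and 2.14 were found. The first came within the error with betaPrior = TRUE (1.11), without FAK-WT replicate 3 (1.25) and without *FAK*-/- replicate 3 (1.13), and also with the GC correction (1.20), which was chosen after seeing the values. The second did with betaPrior = TRUE (1.87) and without FAK-kd replicate 1 (1.93).

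With betaPrior = TRUE, the following values also came within the error. For *Arl6ip1* the paper's -4.11 and -4.42 stand against -4.70 and -5.02, and the setting gave -4.07 and -4.36. For *Igfbp3* the paper's -3.83 and -2.13 stand against -4.63 and -2.77, and the setting gave -3.70 and -2.02. For *Cxcl10* over *FAK*-/- cells the paper's 1.24 stands against 3.97, and the setting gave 1.27. For *Rhox5* the paper's 1.94 and 3.61 stand against 2.07 and 3.83, and the setting gave 1.96 and 3.62. Over *FAK*-/- cells *Rhox5* also came within the error without FAK-WT replicate 2 (2.07) or 3 (2.04) and without *FAK*-/- replicate 1 (2.05) or 2 (2.03). None of the other alternatives set before the data were examined closed these gaps.

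For the following genes none of the alternatives set before the data were examined closed the gap. The paper gives 1.93 and 1.81 for *Nol4l* over *FAK*-/- and FAK-kd cells, where 6.71 and 6.64 were found. The paper's base mean for *Nol4l* lay at 39.6% of the median ratio to the base means computed, so its counts may have differed as well. For *Ctsz* the paper gives -3.83 and -5.30, where edgeR estimated -8.99 and -10.55. These estimates are not bounded by the floor, and against 3 counts in each FAK-WT library *Ctsz* was at least 74.2-fold and 218-fold lower. For *Acta2* the paper gives -4.96 and -5.45, where -5.69 and -6.22 were found. For *Ccl5* the paper gives 1.43 and 1.44, where 2.42 and 2.42 were found. Over FAK-kd cells the paper gives 1.46 for *Klf8* and 3.16 for *Uba1y*, where 4.81 and 3.71 were found.

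The paper's list of genes higher in FAK-WT than in *FAK*-/- cells holds 2 genes that were not past the threshold, *Serinc3* and *Clcn5*, named after their values were seen. For *Serinc3* the paper gives 1.21, where 0.027 was found (standard error 0.08), and none of the settings tried closed the gap or called it. For *Clcn5* the paper gives 1.15, where 0.92 was found (standard error 0.11). It came within the error and past the threshold without *FAK*-/- replicate 2 (1.02), and was called with no fold-change minimum. Across the paper's 400 and 300 listed genes, the log2 fold changes had a Pearson's r of 0.917 and 0.908 with the paper's, and 0.985 and 0.987 with betaPrior = TRUE, and 400 and 300 had the same sign. The paper writes the residues changed in FAK-nls as arginines, where the mouse reference encodes lysine at 4 of the 6, residues 190, 191, 216 and 218.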

Other observations

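The tests of depth and of shared reads for *FAK*-/- replicate 3 and the test of the paper's FAK-kd list were chosen only after the result was seen, as was the rule that fewer than 10 genes leave a test of mixed RNA undecided.

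FAK-WT replicate 1 lay apart from the other FAK-WT libraries. Its Spearman correlation across genes was 0.979 with each of replicates 2 and 3, which reached 0.998 with each other. Replicate 2 thinned to the 779755 counts of replicate 1 reached 0.987 with replicate 3, so that depth accounts for a part of the gap only. The thinned libraries detected 11247 and 11237 genes and replicate 1 detected 11041, and replicate 2 matched its correlation when thinned to 400000 counts. Without genes that share 31-base words with other genes, the remaining gap fell by 20.9%. The deviation of replicate 1 had a Spearman correlation of -0.0328 with GC content and 0.0311 with transcript length. At genes much higher in *FAK*-/- than in FAK-WT cells it lay -2.00% of the way to *FAK*-/- cells (median of 27 genes). For FAK-kd cells the value was -0.626% (23 genes). None of these tests accounts for the rest of the gap, and no biological explanation was tested, since the replicates share a condition. A candidate explanation is that fewer distinct molecules entered this library than its counts, which the counts do not test.

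*FAK*-/- replicate 3 lay apart from the other *FAK*-/- libraries. The mean chi-square per gene was 59.0 and 53.3 against replicates 1 and 2, and 3.31 between these. Between FAK-WT replicates 2 and 3 it was 5.96, and between FAK-kd libraries it ranged from 5.27 to 18.9. Its deviation rose with the GC content of transcripts, with a Spearman correlation of 0.645 across genes. The median deviation was 0.28 (log2) in 2716 genes with a GC content of at least 55% and -0.27 in 3188 genes under 45%. Depth does not account for it, since replicate 1 thinned to the same total reached a Spearman correlation of 0.998 with replicate 2, where replicate 3 reached 0.987. The SD of its log2 differences to replicate 1 was 3.09 times that of replicate 2, and 2.96 times without genes that share words, so that the excess over 1 fell by 6.27%. The SD itself fell from 0.376 to 0.280 for replicate 3 and from 0.122 to 0.0946 for replicate 2. Of the 200 genes farthest out in replicate 3, 55.5% share words, against 22.7% of all genes compared, so that shared reads may contribute at these genes. The correlation with transcript length was -0.152, which leaves that explanation open. Replicate 3 lay -0.129% of the way to FAK-WT cells (median of 16 genes) and 13.2% of the way to FAK-kd cells, but the latter rests on 2 genes and cannot be decided. The deviation is consistent with a difference in library preparation or sequencing that depends on GC content. The labels give no batch, and no biological explanation was tested, since the replicates share a condition.

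The Spearman correlation of the log2 fold changes with GC content across genes was -0.233 for FAK-WT over *FAK*-/- cells, -0.248 for FAK-kd over *FAK*-/- cells and -0.0402 for FAK-WT over FAK-kd cells. Without *FAK*-/- replicate 3 the first was -0.0486 and the second 0.00626, so that the trend may come from this library. The correlation with transcript length was 0.0568 for FAK-WT over *FAK*-/- cells and 0.00167 for FAK-WT over FAK-kd cells. After the correction of each library for GC content, 969 of the 1024 genes (94.6%) past the threshold between FAK-WT and *FAK*-/- cells remained past it, as did 95.8% of those between FAK-kd and *FAK*-/- cells. The GC trend thus does not fully explain these counts.

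Of the 4 splits of the 6 libraries that part all same-numbered pairs, 1, the real split, gave as many genes past the threshold for FAK-WT against *FAK*-/- cells, and likewise 1 of 4 for FAK-WT against FAK-kd cells. In the other splits 0 genes and at most 1 gene passed, while 201 to 1304 and 147 to 1115 genes had an unadjusted p-value under 0.05, against 5517 and 5423 in the real splits. With 4 splits the share cannot fall under 0.05, so that these counts cannot be told apart from an accidental split by this test. The log2 fold changes of the FAK-WT comparisons had a Pearson's r of 0.782 across 8647 genes, which are not independent replicates. With replicate 3 of FAK-WT set against *FAK*-/- cells and replicate 2 against FAK-kd cells, r was 0.732, and the other way around 0.762. The FAK-WT libraries common to both comparisons thus do not account for the correlation. A shift shared by FAK-WT replicates 2 and 3, such as a divergence of the FAK-WT line in culture, could still do so, and was not tested.

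Fold changes were shifted along stretches of chromosomes. Of 111 runs of 100 neighboring genes, 6 had a median log2 fold change of at least 0.2 in size for FAK-WT over *FAK*-/- cells, 10 for FAK-WT over FAK-kd cells and 8 for FAK-kd over *FAK*-/- cells. In 1000 shuffles of gene order no run did (permutation test, p = 0.001 for each, the smallest the shuffles can give). On chromosome 10 the median was -0.21 over *FAK*-/- cells and -0.23 over FAK-kd cells, and on chromosome 13 it was -0.21 and -0.19. For FAK-kd over *FAK*-/- cells it was -0.25 on chromosome 7 and 0.21 on chromosome 15. On chromosome 10 the median was lower in each of the 3 FAK-WT libraries than in each of the other 6 libraries. Without *FAK*-/- replicate 3, 5 runs were past the limit for FAK-WT over *FAK*-/- cells and 10 for FAK-kd over *FAK*-/- cells, so that this library does not account for their number. Whether these were the runs past it with all libraries was not tested. The runs are consistent with differences in copy number between the cell lines, and RNA does not tell these from regional regulation. Genes in such runs made up 54 of 865 genes past the threshold (6.24%) between FAK-WT and *FAK*-/- cells and 86 of 830 (10.4%) between FAK-WT and FAK-kd cells, where 4.94% and 8.23% of all genes lay in them.

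*Uba1y* (chromosome Y) was expressed at 10.5 ± 4.74 CPM (SD, n = 3) in FAK-WT, 61.1 ± 1.59 CPM (SD, n = 3) in *FAK*-/- and 0.971 ± 0.210 CPM (SD, n = 3) in FAK-kd cells. Its log2 fold change was -5.97 for FAK-kd over *FAK*-/- cells. Of the other 6 genes of the Y chromosome kept by filterByExpr, 0 were past the threshold in this direction. *Gm47283*, chosen after its values were seen, was lower with a log2 fold change of -0.70 (edgeR's quasi-likelihood test, adjusted p = 0.0247), and it was the only one of the 6 lower at an unadjusted p-value under 0.05. A loss of the whole chromosome thus does not account for the change of *Uba1y*. *Uba1*, its X-linked copy, had a log2 fold change of 0.066 (standard error 0.06). Its level was not set against that of *Uba1y*, so this value alone does not exclude reads moved between these genes. *Uba1* shares a fraction of only 0.0097 of its words with other genes, which argues against a large exchange of reads. *Uba1y* shares a fraction of 0.595 of its words with other genes, so that reads shared with genes other than *Uba1* may still contribute. *Kdm5d* (-0.92 and -0.72), *Uty* (-1.09 and -1.08), *Ddx3y* (-1.29 and -1.26) and *Eif2s3y* (-0.93 and -1.09) were lower in FAK-WT than in *FAK*-/- and FAK-kd cells, and were chosen after their values were seen. Their decrease is the same in direction for both comparisons, and its cause was not tested.

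The median log2 fold change of the 8 AP-1 genes was -0.21 over *FAK*-/- cells (limma's camera, Benjamini–Hochberg adjusted p = 0.537 over 4 tests, 2 of 8 genes higher) and -0.14 over FAK-kd cells (adjusted p = 0.58, 2 of 8 genes higher, and 3 of 8 in edgeR's fit). Neither median passed. Of the 8 genes, 2 had an adjusted p-value of 0.05 or below in edgeR's test over *FAK*-/- cells, *Jun* and *Fosl2* (-0.31), and 1 over FAK-kd cells, *Atf7* (-0.52), and 3 had an unadjusted p-value under 0.05 in each comparison. *Jun* fell by 0.64 over *FAK*-/- cells (edgeR's quasi-likelihood test, adjusted p = 0.000554) and by 0.30 over FAK-kd cells (adjusted p = 0.0731 from the same test), both under the fold-change minimum. Over the alternatives, with edgeR's or DESeq2's test, the second adjusted p ranged from 0.000104 to 0.225, so it lay on both sides of 0.05. The first ranged from 7.5e-07 to 0.00353. Of the 4 splits that part all same-numbered pairs, 1 gave a median as far from 0 in each comparison. The 4 ETS genes kept by filterByExpr had medians of 0.07 and -0.03 (limma's camera, adjusted p = 0.838 for each), and 3 of 4 and 2 of 4 splits gave medians as far from 0. The second reverses without FAK-WT replicate 1. Of these 4 genes, 0 had an adjusted and 0 an unadjusted p-value under 0.05 in edgeR's test in either comparison. The other 6 of the 10 ETS genes had at most 3 counts in every *FAK*-/- and FAK-kd library, so that their lack of a difference shows little. With 4 splits, none of these medians can be told apart from an accidental split, and RNA does not show the activity or phosphorylation of these proteins.

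*Il33* was lower in FAK-kd than in *FAK*-/- cells, with a log2 fold change of -0.86 (adjusted p = 0.00489 from edgeR's quasi-likelihood test) and no overlap between the 3 libraries of each. With each library left out in turn it ranged from -1.01, without *FAK*-/- replicate 3, to -0.65. The adjusted p ranged from 2.3e-05 to 0.025 over the alternatives. *Ccl5*, which the paper names, had log2 fold changes of 2.42 over both other cell lines, at 2.72 ± 1.27 CPM (SD, n = 3) in FAK-WT cells. *Cxcl10* had 3.97 and 2.98, *Igfbp3* -4.63 and -2.77, and *Vcam1* 0.98 and 1.10 over *FAK*-/- and FAK-kd cells.

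The paper's list of genes upregulated in FAK-kd relative to FAK-WT cells ends at a log2 fold change of -1.29, and its other lists end beside -1 or 1. A DESeq2 fit with betaPrior = TRUE held 133 genes at or below -1.29 and 105 between it and -1. Of these 105 genes, 27 are in the paper's list and 78 are not. A list that was ended at another fold change is thus possible for a part of these genes and cannot be told apart from differences between the fits. Whether the table was complete as it was read was not tested, so missing rows are not excluded either. The paper's base means, as a percentage of the median ratio to those computed, ran from 98.3 to 105 between the 5th and 95th percentiles of 2193 genes, and 87 genes lay more than 10% away. *Il33* lay at 99.5, *Serinc3* at 106 and *Nol4l* at 39.6. In the paper's list of motifs, the NR4A1 site TGACCTTTATGT at an offset of -76 is listed under the enhancer and its sequence is given for the promoter peak. The NFYA site CTCATTGGCG at an offset of 68 is listed under the promoter and its sequence is given for the enhancer peak.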
